# Transcriptional Profiling of Mouse Eosinophils Identifies Distinct Gene Signatures Following Cellular Activation

**DOI:** 10.3389/fimmu.2021.802839

**Published:** 2021-12-14

**Authors:** Avishay Dolitzky, Guy Shapira, Sharon Grisaru-Tal, Inbal Hazut, Shmulik Avlas, Yaara Gordon, Micahl Itan, Noam Shomron, Ariel Munitz

**Keywords:** eosinophils, heterogeneity, activation, IL-4, inflammation, IFN-γ

## Abstract

Eosinophils are multifunctional, evolutionary conserved leukocytes that are involved in a plethora of responses ranging from regulation of tissue homeostasis to host defense and cancer. Eosinophils have been studied mostly in the context of Type 2 inflammatory responses such as those found in allergy. Nonetheless, it is now evident that they participate in Type 1 inflammatory responses and can respond to Type 1 cytokines such as IFN-γ. Recent data suggest that the pleotropic roles of eosinophils are due to heterogeneous responses to environmental cues. Despite this, the activation profile of eosinophils, in response to various stimuli is yet to be defined. To better understand the transcriptional spectrum of eosinophil activation, we exposed eosinophils to Type 1 (e.g. IFN-γ, *E. coli*) vs. Type 2 (e.g. IL-4) conditions and subjected them to global RNA sequencing. Our analyses show that IL-4, IFN-γ, *E. coli* and IFN-γ in the presence of *E. coli* (IFN-γ/*E. coli*)-stimulated eosinophils acquire distinct transcriptional profiles, which polarize them towards what we termed Type 1 and Type 2 eosinophils. Bioinformatics analyses using Gene Ontology based on biological processes revealed that different stimuli induced distinct pathways in eosinophils. These pathways were confirmed using functional assays by assessing cytokine/chemokine release (i.e. CXCL9, CCL24, TNF-α and IL-6) from eosinophils following activation. In addition, analysis of cell surface markers highlighted CD101 and CD274 as potential cell surface markers that distinguish between Type 1 and Type 2 eosinophils, respectively. Finally, the transcriptome signature of Type 1 eosinophils resembled that of eosinophils that were obtained from mice with experimental colitis whereas the transcriptome signature of Type 2 eosinophils resembled that of eosinophils from experimental asthma. Our data demonstrate that eosinophils are polarized to distinct “Type 1” and “Type 2” phenotypes following distinct stimulations. These findings provide fundamental knowledge regarding the heterogeneity of eosinophils and support the presence of transcriptional differences between Type 1 and Type 2 cells that are likely reflected by their pleotropic activities in diverse disease settings.

## Introduction

Eosinophils are evolutionary conserved bone marrow-derived granulocytes. Under baseline conditions they reside mainly in tissues such as the gastrointestinal (GI) tract, spleen, adipose tissue, lymph nodes and thymus, where they have important regulatory and homeostatic roles (1, 2). During Type 2-associated immune responses such as those found in allergic diseases and parasitic infections, eosinophils are recruited to the tissue and their accumulation is a hallmark disease characteristic and therapeutic target (1, 3). Nonetheless, accumulating evidence suggest that eosinophils have important roles in Type 1 immune responses as well. For example, eosinophil extracellular traps were shown to participate in mucosal host defense immunity towards bacteria (4). Furthermore, eosinophils display anti-viral activity in response to respiratory syncytial virus and parainfluenza (5, 6). They are also associated with several chronic Type 1-associated inflammatory diseases such as inflammatory bowel disease and rheumatoid arthritis (7, 8). Collectively, these data suggest that eosinophils are capable of responding to distinct environmental cues that are likely dictated by the nature of the inflammatory response and the anatomical location where it occurs.

Eosinophils express multiple cell surface receptors including receptors for cytokines, chemokines, immunoglobulins (Ig), complement component and Ig-superfamily receptors (9). Engagement of such receptors on eosinophils can lead to their degranulation and secretion of highly specific cationic granule proteins. In addition, it may result in the generation and secretion of a wide range of cytokines, lipid-derived mediators and neuro-mediators (9). Although much is known regarding the repertoire of eosinophil cell surface receptor expression, the transcriptional landscape of eosinophil responses to distinct stimuli is still unclear. This is of specific interest since until recently, eosinophils were considered terminally differentiated cells with little to no heterogeneity. Nonetheless, recent data challenged this paradigm and suggested that eosinophils, like additional myeloid cells, could be polarized into different activation states and display marked phenotypic heterogeneity (10). For example, CD16^hi^ eosinophils were capable of suppressing T cell activities more potently than CD16^low^ eosinophils (11). Furthermore, differential expression of eosinophil surface markers suggested the presence of several eosinophil populations distinguished by different levels of Siglec-F in the bone marrow, spleen, and peripheral blood. Moreover, two distinct eosinophil subsets were characterized in the lungs of mice following allergen challenge (12). These subsets differed in their transcriptional profile, surface phenotype (Siglec-F^int^/CD62^+^/CD101^low^ *vs.* Siglec-F^hi^/CD62^-^/CD101^hi^) anatomical location (parenchymal vs. peribronchial), nuclear morphology (ring-shaped vs. segmented), and dependence on IL-5, as well as their ability to down-modulate Type 2 immune responses (12). In contrast, we have recently shown that in the lungs of mice with experimental breast cancer metastasis, these eosinophil populations display no transcriptional difference (13). Thus, it is currently unknown whether these markers represent distinct eosinophil subtypes or rather a continuum of eosinophil activation states.

It has been established that myeloid cells such as macrophages, dendritic cells and neutrophils display functional heterogeneity in response to different environmental triggers (14, 15). Exposure of these cells to Type 1-associated cytokines (e.g. IFN-γ in the presence of bacterial stimuli) polarized them to display a pro-inflammatory phenotype (often termed M1 or N1). In contrast, exposure to Type 2-associated cytokines (e.g. IL-4 or IL-13) drove them towards immunomodulatory activities (often termed M2 or N2) (14). Whether IFN-γ and IL-4 instruct distinct transcriptional activity in eosinophils remains to be defined. Furthermore, the similarity between *in vitro* polarized eosinophils and macrophages, or between them and eosinophils from different disease states that may represent Type 1 or Type 2 inflammatory environments is unknown.

Herein, we aimed to characterized the transcriptional profile of mouse eosinophils in response to stimuli that are associated with Type 1 and Type 2 environments. We demonstrate that IL-4-stimulated eosinophils were markedly different than eosinophils that were activated with IFN-γ or IFN-γ + *E. coli*. We further show that IL-4-activated eosinophils shared a transcriptome signature that was similar to eosinophils from Type 2-associated diseases (e.g. asthma) whereas IFN-γ + *E. coli-*activated eosinophils were similar to eosinophils from a Type 1 associated disease (e.g. colitis). Finally, we suggest CD101 and CD274 as cell surface markers that can distinguish between Type 1 and Type 2-associated eosinophils, respectively. Our results contribute to the growing understanding regarding the heterogeneity of eosinophils and describe important markers of their polarization.

## Materials and Methods

### Mice

C57BL/6 WT and C57BL/6 NJ.1638 *Il5^Tg^* mice (Kindly provided by Dr. James L. Lee, Mayo Clinic, Phoenix, USA) were used for all studies using primary mouse cells. The mice were housed under specific pathogen-free conditions. All experiments were reviewed and approved by the Animal Health Care Committee of the Tel Aviv University and were performed in accordance with the regulations and guidelines regarding the care and use of animals for experimental procedures.

### Eosinophil Isolation

Mouse eosinophils were isolated from the peritoneal cavity of *Il5^Tg^* mice under sterile conditions. Peritoneal cavity was washed with 10mL of PBS. Thereafter, negative selection of eosinophils was performed using anti-Ty1.2 (11443D, Invitrogen) and anti-B220 (11331D, Invitrogen) Dynabead-conjugated antibodies according to the manufacturer’s instructions. Eosinophil purity was validated using flow cytometry; Eosinophils were used when purity >95% and viability > 95%.

### Stimulation of Eosinophils

Eosinophils were incubated with DMEM supplemented with 10% fetal calf serum and stimulated with IL-4 (100 ng/ml),10^-3^ heat inactivated *E. coli*, INF-γ (50 ng/ml), or combination of INF-γ and heat inactivated *E. coli* (50 ng/ml and 10^-3^). Stimulated eosinophils were than incubated at 37°C for 18hrs.

### RNA Sequencing

RNA was extracted using TRIzol™ Reagent (Invitrogen) according to the manufacturer’s instructions. The RNA integrity number (RIN) was analyzed using Typestation (Agilent) and only samples of RIN>8 were used. RNA samples were prepared using the CEL-Seq2 protocol (16) with minor changes: instead of single-cells as input, 2 ng of purified RNA was used for library preparation. The CEL-Seq library was run on an Illumina NextSeq 550 apparatus according to manufacturer’s recommendation. The number of reads ranged from 3,093,819 to 10,621,072 per sample. The reads were mapped to the Mus musculus, GRCm38 genome (fasta:ftp://ftp.ensembl.org/pub/release97/fasta/mus_musculus/pep/Mus_musculus.GRCm38.pep.abinitio.fa.gzgtfftp://ftp.ensembl.org/pub/release97/gtf/mus_musculus/Mus_musculus.GRCm38.97.chr_patch_hapl_scaff.gtf.gz) using Tophat2 version 2.1.0 (17), with up to 2 mismatches allowed per read, the minimum and maximum intron sizes were set to 50 and 100,000, respectively, and an annotation file was provided to the mapper. The percentage of uniquely mapped reads ranged from 2,599,806 to 8,909,751 per sample. Only uniquely mapped reads were counted to genes, using ‘HTSeq-count’ package version 0.6.1 with ‘union’ mode (18). Normalization and differential expression analyses were conducted using DESeq2 R package version 1.10.0 (19). Sample preparation, sequencing, quality control, and normalization were conducted by the Technion Genome Center, Life Science and Engineering Interdisciplinary Research Center, Technion, Haifa, Israel.

### Bioinformatics Analysis

The number of reads ranged from 3,093,819 to 10,621,072 per sample. The reads were mapped to the Mus musculus, GRCm38 genome using Tophat2 version 2.1.0 (17) with up to 2 mismatches allowed per read, the minimum and maximum intron sizes were set to 50 and 100,000, respectively. The percentage of uniquely mapped reads ranged from 2,599,806 to 8,909,751 per sample. Only uniquely mapped reads were counted to genes, using ‘HTSeq- count’ package version 0.6.1 with ‘union’ mode (18) RNA-Seq data from the experiment was trimmed using fastp 0.20.1 (20) and aligned using STAR 2.7.2a (21). Normalization and differential expression analyses were conducted using DESeq2 R package version 1.32.0 (19). Genes were regarded as statistically significantly and differentially expressed if they presented false discovery rate (FDR) lower than 0.05, and changed their expression by a factor of two or more. P values were adjusted with FDR multiple comparison correction (22). Gene ontology annotations were obtained from Ensembl and pathway graphs were obtained from KEGG. In several analyses, datasets were retrieved from public domains and therefore not all genes were identified. In such cases *NA* represents non-applicable. The datasets presented in this study can be found online in accession number GSE189213.

### Enzyme-Linked Immunosorbent Assay (ELISA)

Cytokine levels were measured by commercially available enzyme-linked immunosorbent assay (ELISA) kit according to manufacturer instructions: CXCL9, IL-6, TNF-α, and CCL-17 (R&D Systems, Minneapolis, MN).

### Flow Cytometry

Flow cytometry was performed using a Gallios flow cytometer (Beckman-Coulter). To validate the expression level of selected surface markers, isolated eosinophils (3 X 10^5^ cells in 200 μl) were activated with IL-4 (100ng/ml) or INF-γ (50ng/ml) and incubated at 37°C for 18 hours. Thereafter, the expression of CD274 or CD101 were determined by staining with anti-mouse CD274-PE (Biolegend) and anti-CD101-APC (Milteny) antibodies or isotype control (Rat IgG2b, Biolegend). Stainings were performed on ice for 30 minutes in HBSS supplemented with 1% BSA, 0.1% sodium azide. Data were analyzed using Kaluza analysis software on 10,000-50,000 acquired events. Surface molecule expression was calculated by defining the delta mean fluorescent intensity between the specific antibody stain and the isotype-matched control antibody.

## Results

### Differential Activation of Eosinophils Results in Induction of Unique Transcriptional Programs

To define whether eosinophils display unique transcriptional signatures following activation with different agents, we chose to stimulate eosinophils with IL-4, IFN-γ, and a combination of innate immune stimulation in the presence of IFN-γ. These settings were specifically chosen since they have been previously shown to represent two extremes of a broad activation spectrum of macrophages, collectively termed “classical” (i.e. M1) and “alternatively activated” (i.e. M2) cells (14). 

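The count files hold 18 libraries of mouse eosinophil RNA, with 3 libraries for each of the 4 stimuli and 6 libraries of unstimulated cells. The eosinophils were isolated from the peritoneal cavity of mice that carry an *Il5* transgene, by removing cells that bound antibodies to Thy1.2 or B220. They were kept with each stimulus for 18 h. The libraries fall into 2 sets that were processed apart. One set holds the libraries with *E. coli*, with IFN-γ and with both, and unstimulated libraries called a to c here. The other set holds the IL-4 libraries and unstimulated libraries d to f. The authors deposited counts for each Ensembl gene, without normalization. The paper's methods describe CEL-Seq2 libraries, Tophat2 alignment to GRCm38 and counting with HTSeq, and the text does not state whether reads with the same molecular identifier were collapsed. Library totals on genes were 1523808 to 2734041 counts in the *E. coli* and IFN-γ set, and 3625036 to 6482289 in the IL-4 set. At these depths 3 counts, taken as the smallest level that can be told from 0, equal 1.10 to 1.97 CPM (counts scaled to the library total) and 0.463 to 0.828 CPM, and such floors cover counting error only. Each stimulus was compared with the unstimulated libraries of its own set by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, on the 9883 and 10556 genes that edgeR's filterByExpr kept in the *E. coli* and IFN-γ set and in the IL-4 set. Genes are called higher or lower at an adjusted p under 0.05, without a fold threshold. The standard error of a log2 fold change was taken from its size and its F statistic and is approximate. Replicates differed by more than counting error in every group, with a chi-square per gene of 1.64 to 6.04 between 2 libraries of a group in the *E. coli* and IFN-γ set and 3.72 to 23.7 in the IL-4 set. Levels are given as mean normalized CPM ± SD (n = 3 libraries). With 3 libraries against 3, a gene's values separate completely by chance 10% of the time. Gene positions are those of GENCODE M21 on GRCm38. Limits are given for named genes that share exon positions with a gene on the opposite strand. They are also given for genes that match a transcript of another gene at 95% identity or more over 200 bases.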

We identified differentially expressed genes based on pairwise comparisons between stimulated and unstimulated eosinophils. Transcripts for which pairwise comparisons between the stimulated and unstimulated groups met statistical significance with adjusted p-value < 0.05, were analyzed. First, we explored the relationships among the biological replicates using principal component analysis (PCA). A PCA plot was generated for unstimulated eosinophils in comparison with eosinophils that were stimulated with IFN-γ, eosinophils stimulated with *E. coli*, and eosinophils that were stimulated with *E. coli* and IFN-γ together (**Figure 1A**). 

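Principal components were computed from the log2 CPM, with a prior count of 2, of the 5763 genes called in any of the 3 comparisons with unstimulated libraries a to c, which favours separation of the groups. The mean PC1 score was -47.4 ± 5.69 (SD, n = 3) for unstimulated eosinophils, -13.5 ± 3.81 with *E. coli*, 15.9 ± 4.07 with IFN-γ and 45.1 ± 2.39 with IFN-γ and *E. coli*. Between any pair of these groups the distance along PC1 exceeded the SDs of both groups.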

Separation according to the x-axis, which represents principle component 1 (PC1) accounted for approximately 67% of the variance between the stimulated groups. 

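In the deposited counts PC1 held 57.3% of the variance. The alternative that moved this share most took the 500 genes with the highest variance after DESeq2's variance stabilizing transformation and gave 66.8%, whereas all 9883 tested genes gave 48.7%.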

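On PC2, which held 22.6% of the variance of the 12 libraries, unstimulated eosinophils scored 14.8 ± 1.57 (SD, n = 3) and those with IFN-γ 21.9 ± 0.326. Eosinophils with *E. coli* scored -34.3 ± 0.495 and those with both stimuli -2.40 ± 0.605.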

Separation according to the y-axis, which represents PC2 accounted approximately for 15% of the variance between the groups. In addition, a PCA plot was generated for IL-4 stimulated eosinophils (**Figure 1B**). This plot revealed a significant separation between IL-4-stimulated and unstimulated eosinophils with separation according to X-axis-PC1 explaining 76% of the variance.

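In the IL-4 set, PC1 of the 1089 called genes held 88.2% of the variance and PC2 4.93%. Mean PC1 scores were -20.9 ± 3.96 (SD, n = 3) for unstimulated and 20.9 ± 0.485 for IL-4 stimulated eosinophils. The unstimulated libraries were spread along PC2 with an SD of 8.54, against 0.602 for the IL-4 libraries, and unstimulated library e lay apart from d and f. With the 500 genes of highest variance after DESeq2's transformation the PC1 share was 76.5%.

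**Figure D1:**
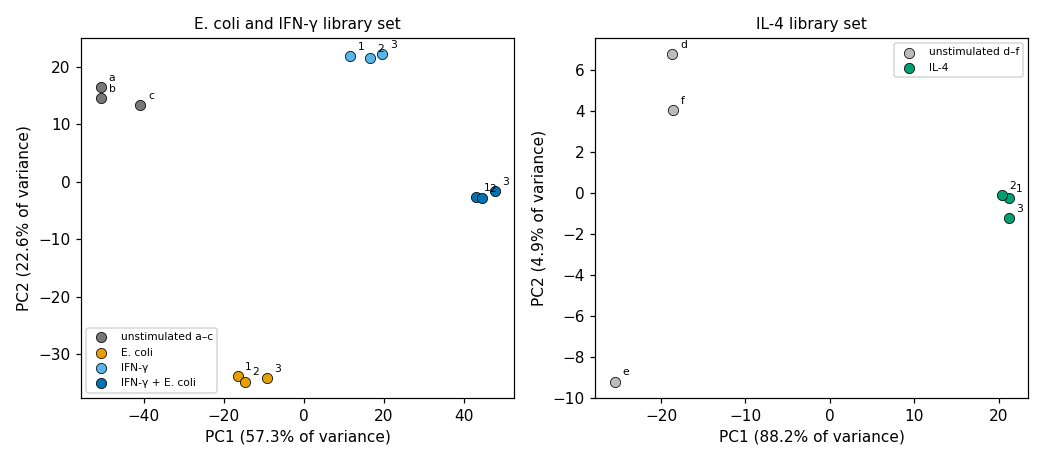
Scores of each library on PC1 (x axis) and PC2 (y axis) for the *E. coli* and IFN-γ set (left) and the IL-4 set (right), computed from log2 CPM of the called genes of each set. Each point is 1 library, coloured by stimulus, and PC1 holds 57.3% and 88.2% of the variance.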

**Figure 1:**
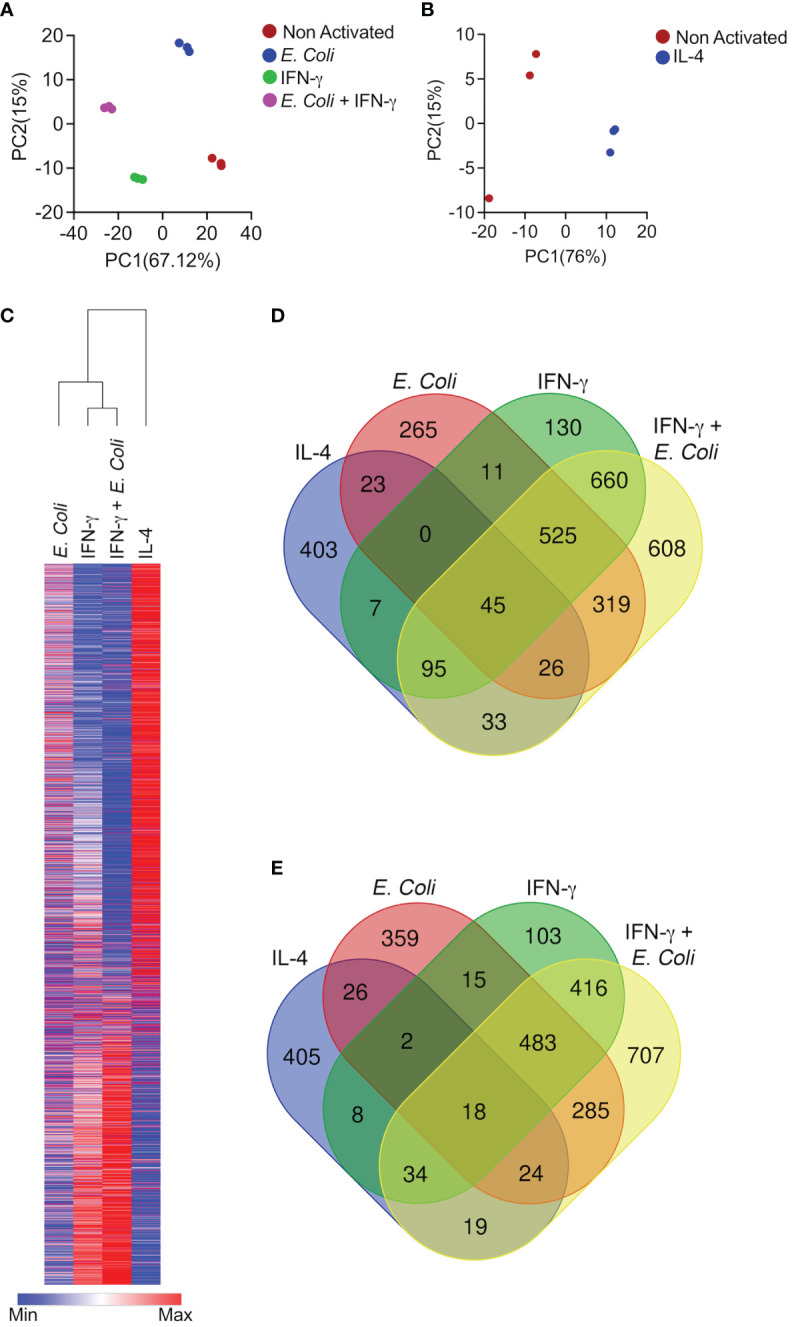
Differential activation of eosinophils results in induction of unique transcriptional programs. Principal components analysis (PCA) of differentially expressed transcripts following activation of eosinophils with *E*. *coli*, IFN-γ, and *E. coli +* IFN-γ **(A)** or IL-4 **(B)**. Heat plot analyses of statistically significant (≥≤ +/-2-fold, adj. p value ≤ 0.05) differentially expressed transcripts from each condition **(C)**,. Venn plot analysis depicting the unique and shared upregulated **(D)** and downregulated **(E)** transcripts following stimulation.

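Across the 4 comparisons of a stimulus with unstimulated cells, 6036 genes were called at least once. Of these, 3294 were higher and 3471 were lower with at least 1 stimulus, and a gene could count in both directions. The sets shared 9201 tested genes, while 682 were tested only in the *E. coli* and IFN-γ set and 1355 only in the IL-4 set. Requiring a change by a factor of 2 as well moved the number of genes changed by any stimulus most, to 2849.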

Comparative analysis of the transcriptome signatures of eosinophils following the diverse stimuli revealed 3,613 genes, which were differentially expressed between the diverse stimuli (**Figure 1C** and **Table S1**).

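With IL-4, 630 genes were higher and 459 were lower than in unstimulated libraries d to f. A change of 2-fold or more was seen for 326 and 152 of them. The counts fell furthest, to 182 higher and 72 lower, when all 6 unstimulated libraries were taken as one group, and rose furthest, to 1016 and 876, in a fit of all 18 libraries. *Grm6* (ENSMUSG00000000617, chromosome 11, 50850685 to 50866208) and *Ddx4* were among the 5 genes with the largest rises, with log2 fold changes of 4.41 (adjusted p = 2.04e-04) and 4.09 (adjusted p = 2.33e-05). Among the 5 with the largest falls, *Clec4n* changed by -3.41, *Ppbp* by -3.67, *Bhlhe41* by -3.39, *Hbb-y* by -3.95 and *Vsnl1* by -3.19 on the log2 scale (adjusted p up to 0.0210). *Grm6* and *Bhlhe41* share exon positions with genes on the opposite strand.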

IL-4 induced a transcriptome signature that consisted of 634 induced transcripts and 536 downregulated transcripts (**Figures 1D, E** and **Table S2**). 

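Of the genes called higher with IL-4, 414 were called higher with no other stimulus, which is 65.7% (95% Wilson interval 61.9% to 69.3%). Of those called lower, 327 or 71.2% (interval 66.9% to 75.2%) were lower with IL-4 alone. These are counts of calls, and a gene called with 1 stimulus and not with another was not by that shown to respond differently. Requiring a factor of 2 moved the share of the higher genes most, to 75.2%. When only genes tested in both library sets were counted, the share of the higher genes was 60.9%.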

The majority of these transcripts were unique to stimulation with IL-4 since 63% were uniquely increased (403 transcripts) and 78% (405 transcripts) were uniquely decreased (**Figures 1D, E** and **Table S2**). Activation of eosinophils with IFN-γ alone altered the expression of more than twice as many genes in comparison with IL-4. 

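IFN-γ changed 3120 genes and IL-4 1089, a ratio of 2.87. The libraries of the IL-4 set had larger totals, and after all libraries had been thinned at random to the smallest total of 1523808 counts the ratio was 3.35. Whether thinning made the depths equal cannot be told, since the counts of the sets may not be in one unit. The IL-4 set also had the wider spread between replicates, with a biological coefficient of variation of 0.182 against 0.118 in the *E. coli* and IFN-γ set. Over the alternatives the ratio ranged from 1.65, with IL-4 fitted in a model of all 18 libraries and IFN-γ in that of 12, to 6.95, with all 6 unstimulated libraries as one group. It was also under 2 without a filter on low counts (1.90).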

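IFN-γ raised 1541 genes and lowered 1579 of the 9883 tested, with a change of 2-fold or more for 496 and 691. DESeq2 called 1447 higher and 1058 lower from the same counts. *Clic5* (ENSMUSG00000023959, chromosome 17, 44188584 to 44280172) rose by 5.40 on the log2 scale (standard error 0.25, adjusted p = 9.47e-12), from 3.72 ± 2.28 to 172 ± 27.4 CPM (SD, n = 3). *Mgarp*, *Serping1* and *Stc2* were at or under 3 counts in every unstimulated library and rose at least 20.9-fold, at least 19.9-fold and at least 5.09-fold. The largest falls included *Atp8b5*, which changed by -4.14 (adjusted p = 7.54e-05) on the log2 scale, and *Gm5281*, *Btnl9*, *Tmem215* and *Dpf3*, which were at least 5.91-fold, at least 7.55-fold, at least 4.25-fold and at least 3.82-fold lower because all libraries with IFN-γ were at or under 3 counts.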

IFN-γ induced a transcriptome signature that consisted of 1,474 induced transcripts and 1,082 downregulated transcripts (**Figures 1D, E** and **Table S3**). 

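Eosinophils with IFN-γ and *E. coli* had 2358 genes higher and 2486 genes lower than unstimulated cells, 915 and 1295 of them by 2-fold or more. DESeq2 called 2323 higher and 2002 lower, so which direction had more genes depended on the method. In the direct comparison with IFN-γ alone, 618 genes were higher and 591 lower. *Calb2*, *Mgarp* and *Stc2* were at or under 3 counts in all unstimulated libraries and were at least 7.94-fold, at least 33.7-fold and at least 14.6-fold higher with both stimuli. Conversely, *Gm30054*, *Tmem215* and *Dpf3* were at least 4.65-fold, at least 3.78-fold and at least 3.40-fold lower.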

Stimulation of eosinophils with IFN-γ and *E. coli* potentiated the effects of IFN-γ since this combination resulted in the induction of 2,313 transcripts and down regulation of 1,992 transcripts (**Figures 1D, E** and **Table S4**). IFN-γ induced the expression of 130 unique transcripts and decreased the expression of 103 transcripts (**Figures 1D, E** and **Table S5**) whereas the combination of IFN-γ and *E. coli* induced a distinct set of 608 transcripts and decreased the expression of 707 (**Figures 1D, E** and **Table S6**). 

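In the deposited counts, 142 genes were called higher and 161 lower with IFN-γ and no other stimulus. With IFN-γ and *E. coli* together, 588 were higher and 708 lower in that condition alone. The number of genes lower with IFN-γ only was 94 when the calls were made by DESeq2.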

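With *E. coli* and no other stimulus, 339 genes were higher and 432 lower. With DESeq2 the numbers were 265 and 367.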

Interestingly, stimulation of eosinophils with *E. coli* alone induced the distinct expression of 265 transcripts and decreased the expression of 359 (**Figures 1D, E** and **Table S7**).

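Of the genes called lower with IFN-γ or with IFN-γ and *E. coli*, 1383 were lower in both conditions, 51.6% of the union (95% Wilson interval 49.7% to 53.5%). Both conditions were compared with the same unstimulated libraries a to c, so their calls share that part of the error. DESeq2's calls gave 43.9%.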

A major overlap was observed between the transcriptome signature that was induced by stimulations that are “classically” referred to as “Type 1 activation (e.g. IFN-γ and IFN-γ+*E.coli)*. Among the upregulated transcripts, IFN-γ induced 1,326 transcripts, which were also induced by IFN-γ in the presence of *E. coli*. This accounted for 53% of the total transcripts upregulated by IFN-γ and IFN-γ+*E. coli* (**Figure 1D** and **Table S8**). 

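From the deposited counts, 1380 genes were called higher in both conditions, and 1308 with DESeq2.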

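As a share of the genes higher in either condition this was 54.8% (95% Wilson interval 52.8% to 56.7%), and 47.3% among genes changed by a factor of 2 or more.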

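Genes higher both with IL-4 and with IFN-γ and *E. coli* numbered 187, and genes lower with both numbered 96. Here the unstimulated libraries differed between the compared conditions, as did the library set.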

In sharp contrast, IL-4 induced the expression of 199 transcripts, which were induced by IFN-γ in the presence of *E. coli.* (6% of the transcriptome signature). This accounted for 7.2% of the total transcripts upregulated by IL-4 and IFN-γ in the presence of *E. coli* (**Figure 1D**, **Table S9**).

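The shared genes were 6.68% (95% Wilson interval 5.81% to 7.66%) of all genes higher with IL-4 or with both Type 1 stimuli. For genes lower the share was 3.37% (2.77% to 4.10%).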

### The Transcriptome Signature of IL-4 Activated Eosinophils

Following stimulation of eosinophils with IL-4, we identified 633 upregulated and 536 downregulated transcripts, respectively (**Figure 2A** and **Table S2**). Among the upregulated transcripts, we identified multiple Type 2-related chemokines and chemokine receptors including *Ccl8*, *Ccl17*, *Ccl22*, *Ccl12*, *Ccl24*, *Ccl2* and *Cxcr4* (23) (**Figure 2B**). Moreover, following stimulation with IL-4, eosinophils upregulated the expression of *Cd101* (5.2-fold), and *Cd69* (4-fold) which have been described as markers for recruited (rather than resident) eosinophils (12), and activated eosinophils, respectively (24) (**Figure 2B**). Furthermore, endothelin 1 (*Edn1)*, peroxisome proliferator-activated receptor γ (*Pparg*) and small proline-rich protein 2F (*Sprr2f)*, were markedly upregulated by IL-4 (**Figure 2B**). Conversely, IL-4 downregulated transcripts involved in antimicrobial reaction and inflammation such as interferon-induced transmembrane protein 6 (*Ifitm6*) secretory leukocyte protease inhibitor (*Slpi*), N-formyl peptide receptor 2 (*Fpr2*), (**Figure 2B**).

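All 7 of these genes were called higher with IL-4 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ccl8* (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) rose from 10.6 ± 3.61 to 111 ± 5.81 CPM (SD, n = 3; log2 fold change 3.43, standard error 0.21, adjusted p = 2.63e-05). *Ccl22* rose from 8.32 ± 1.46 to 48.7 ± 9.52 CPM (log2 fold change 2.54, standard error 0.21, adjusted p = 9.61e-05). *Ccl17* was at or under 3 counts in every unstimulated library and was at least 9.80-fold higher with IL-4 (adjusted p = 0.00232). Of the alternatives, taking all 6 unstimulated libraries as one group moved the *Ccl8* log2 fold change most, to 3.82 (adjusted p = 0.00183). For *Cxcr4*, *Ccl24*, *Ccl12* and *Ccl2* the log2 fold changes were 1.85, 1.52, 1.5 and 1.00, with adjusted p-values up to 0.00269. The IL-4 and unstimulated libraries did not overlap for any of the 7 genes, where chance gives complete separation for 10% of genes.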

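*Cd101* (ENSMUSG00000086564, chromosome 3, 100993529 to 101029556) was at 13.6 ± 3.47 CPM (SD, n = 3) without stimulus and 72.5 ± 10.6 CPM with IL-4, a log2 fold change of 2.40 (standard error 0.21, adjusted p = 9.89e-05). *Cd69* (ENSMUSG00000030156, chromosome 6, 129267325 to 129275436) rose from 70.8 ± 5.34 to 290.4 ± 36.2 CPM, with a log2 fold change of 2.04 (standard error 0.14, adjusted p = 2.63e-05). With each library left out in turn, the log2 fold change stayed between 2.29 and 2.63 for *Cd101* and between 1.95 and 2.12 for *Cd69*.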

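No unstimulated library of the IL-4 set had more than 3 counts of any of these genes, so their rises are lower bounds. *Edn1* (ENSMUSG00000021367, chromosome 13, 42301476 to 42307990) was at least 18.4-fold higher with IL-4, *Pparg* (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) at least 8.35-fold and *Sprr2f* (ENSMUSG00000050635, chromosome 3, 92365187 to 92366442) at least 6.98-fold, with adjusted p-values of 1.86e-04, 0.00158 and 0.00412. Their levels with IL-4 were 11.6 ± 1.60, 5.28 ± 1.82 and 4.41 ± 1.62 CPM (SD, n = 3). *Edn1* shares exon positions with a gene on the opposite strand.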

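*Ifitm6* (ENSMUSG00000059108, chromosome 7, 141015699 to 141017924) fell by 2.44 on the log2 scale, from 14.1 ± 0.463 to 2.57 ± 0.412 CPM (SD, n = 3, adjusted p = 4.03e-04). For *Slpi* and *Fpr2* the log2 fold changes were -1.45 (standard error 0.13, adjusted p = 1.12e-04) and -1.43 (standard error 0.20, adjusted p = 0.00189). *Fpr2* has near-identical copies among the transcripts of 2 other genes. An exon of *Fpr2* also overlaps another gene on the same strand.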

**Figure 2:**
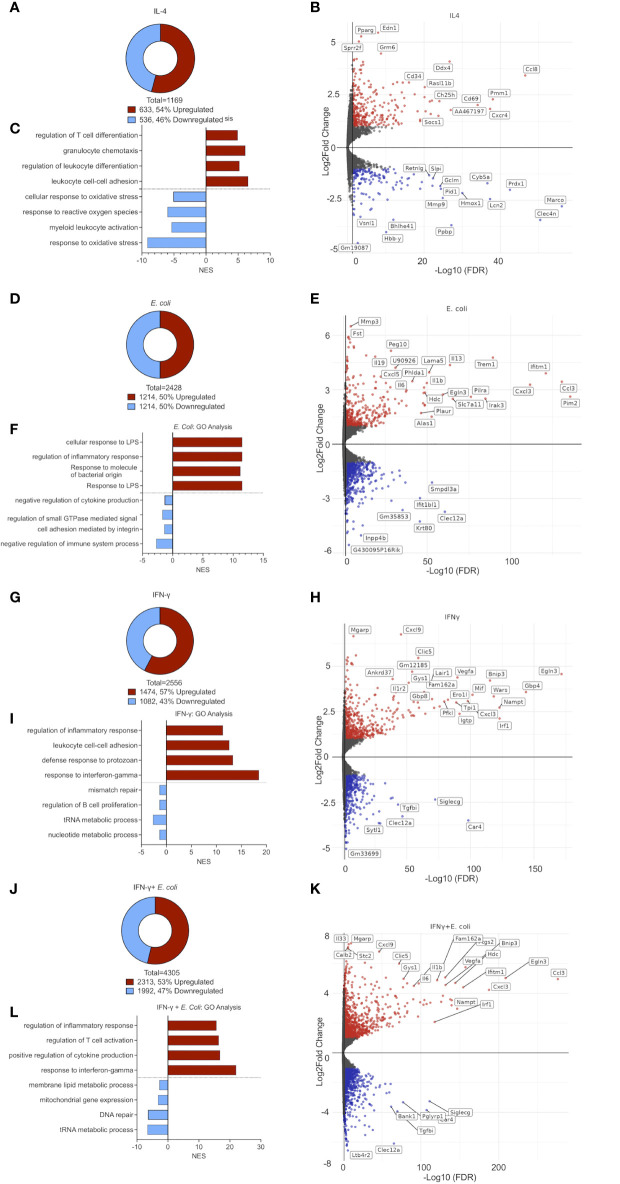
The transcriptome signature of differentially activated eosinophils. Pie chart analysis displaying the number of differentially expressed transcripts (≥≤ +/-2-fold, adj. p value ≤ 0.05) following stimulation of eosinophils with IL-4 **(A)**, *E. coli* **(D)**, IFN-γ **(G)**, and *E. coli +* IFN-γ **(J)**. Volcano-plot representation and partial transcript identities of differentially expressed transcripts following stimulation of eosinophils with IL-4 **(B)**, *E. coli* **(E)**, IFN-γ **(H)**, and *E. coli +* IFN-γ **(K)**. In **(B, E, H, K)** red and blue represent upregulated and downregulated transcripts, respectively. Gene ontology (GO) analysis based on biological processes (BP) using the statistically significant differently express transcripts that were induced by IL-4 **(C)**, *E. coli* **(F)**, IFN-γ **(I)**, and *E. coli+* IFN-γ **(L)**.

Gene Ontology (GO)-based on biological processes (BP) analysis revealed that IL-4 provokes cell movement-related pathways. Specifically, “cell chemotaxis”, “leukocyte cell-cell adhesion”, and “regulation of T cell activation” were highly enriched while response of eosinophils to stress such as “response to reactive oxygen species” were markedly decreased (**Figure 2C**).

### The Transcriptome Signature of *E. coli* Activated Eosinophils

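With *E. coli*, 1337 genes were higher and 1649 lower than in unstimulated libraries a to c, and 350 and 673 changed by 2-fold or more. DESeq2 called 1200 and 1201. Against all 6 unstimulated libraries, 633 were higher and 1078 lower. *Peg10* (ENSMUSG00000092035, chromosome 6, 4747306 to 4760517) rose from 1.82 ± 1.35 to 67.1 ± 2.11 CPM (SD, n = 3; log2 fold change 5.07, standard error 0.26, adjusted p = 9.86e-11). *Fst*, *Gm5483* and *Spint1*, at or under 3 counts in each unstimulated library, were at least 6.37-fold, at least 12.8-fold and at least 12.2-fold higher. *Il33*, also at or under 3 counts there, was at least 5.70-fold higher. *Krt80*, *Gm31520* and *Atp8b5* changed by -4.29 (adjusted p = 4.80e-10), -4.43 (adjusted p = 3.90e-08) and -4.60 (adjusted p = 1.82e-05) on the log2 scale. *Inpp4b* and *Gbp2b* were at or under 3 counts in every library with *E. coli*, and were at least 21.9-fold and at least 1.67-fold lower. *Krt80* and *Fst* share exon positions with genes on the opposite strand. *Gm5483* has a near-identical copy among the transcripts of 1 other gene.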

Stimulation of eosinophils with *E. coli* resulted in the upregulation of 1,214 transcripts and downregulation of 1,214 transcripts (**Figure 2D** and **Tables S10-11**). This stimulation triggered the expression of various cytokines including pro-inflammatory cytokines (e.g. *Il6*, *Il1b* and *Tnfa*) (25), Type 2 cytokines (e.g. *Il13*) (26, 27) and *Il19*, an LPS-induced immunosuppressive cytokine (28) (**Figure 2E**). 

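*Il6* (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was at 19.9 ± 4.38 CPM (SD, n = 3) in unstimulated eosinophils and 153 ± 40.4 CPM with *E. coli* (log2 fold change 2.94, standard error 0.20, adjusted p = 3.76e-09). *Il1b* rose from 49.7 ± 11.9 to 507 ± 187 CPM, a log2 fold change of 3.32 with a standard error of 0.22 (adjusted p = 2.42e-09). *Tnf* had a log2 fold change of 2.51 (adjusted p = 2.63e-08). *Il13* (ENSMUSG00000020383, chromosome 11, 53631324 to 53634702) and *Il19* changed by 4.33 (adjusted p = 1.25e-10) and 4.74 (adjusted p = 3.94e-08). *Il19* was also higher with IL-4, by 3.63 (adjusted p = 0.0175) on the log2 scale. *Il1b* shares exon positions with a gene on the opposite strand.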

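The chemokine genes *Cxcl1*, *Cxcl2*, *Cxcl3* and *Cxcl5* lie together on chromosome 5 of GRCm38, and all 4 were called higher with *E. coli*. *Cxcl5* (ENSMUSG00000029371, 90759360 to 90761624) rose most, from 5.70 ± 1.22 to 77.0 ± 33.4 CPM (SD, n = 3; log2 fold change 3.76, standard error 0.32, adjusted p = 5.37e-08). The log2 fold changes were 3.25 for *Cxcl3*, 2.55 for *Cxcl1* and 1.92 for *Cxcl2*, with adjusted p-values up to 1.78e-07.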

Additionally, the expression of several chemokines that are involved in host bacterial infections such as *Cxcl1*, *Cxcl2*, *Cxcl3*, and *Cxcl5* (23) was markedly increased. Furthermore, the expression of multiple proteins that were implicated in innate immune responses and inflammation were increased including triggering receptor expressed on myeloid cells (*Trem1*), paired immunoglobin like type 2 receptor alpha (*Pilra)*, interferon-induced transmembrane protein 1 (*Ifitm1*), interleukin-1 receptor-associated kinase 1 (*Irak1*), *Nfkbiz* (5.2-fold change), *Pou2f2* (7-fold change*)*, *Maff* (13.9-fold change) *Bcl3* (4.1- fold change) and *Arg2* (4.5- fold change) (**Figure 2E**).

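Of these 9 genes, 8 were called higher with *E. coli*. *Trem1* (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924) rose most, from 8.49 ± 1.54 to 221 ± 6.67 CPM (SD, n = 3; log2 fold change 4.73, standard error 0.15, adjusted p = 2.47e-13). The other 7 genes called had log2 fold changes between 2.03 (*Bcl3*) and 3.88 (*Ifitm1*), with adjusted p-values up to 7.27e-04, and those of *Maff*, *Pou2f2*, *Pilra*, *Nfkbiz* and *Arg2* lay between them. *Irak1* (ENSMUSG00000031392, chromosome X, 74013914 to 74023918) was at 166 ± 13.3 CPM without stimulus and 184 ± 8.41 CPM with *E. coli*, and its change of 0.15 (standard error 0.11, adjusted p = 0.306) was not called. *Pilra*, *Arg2* and *Bcl3* share exon positions with genes on the opposite strand. *Pilra* has near-identical copies among the transcripts of 3 other genes, and *Ifitm1* of 1 other gene.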

GO analysis demonstrated that *E. coli-*activated eosinophils are involved in biological processes such as “response to LPS”, “response to molecule of bacterial origin” “regulation of inflammatory response” and ‘cellular response to LPS’ (**Figure 2F**).

### The Transcriptome Signature of IFN-γ Activated Eosinophils

Following activation with IFN-γ, eosinophils upregulated the expression of 1,474 transcripts and downregulated expression of 1,082 (**Figure 2G** and **Tables S6-7**). IFN-γ activated eosinophils upregulated the expression of multiple cell surface receptors including *Cd274* (programmed death ligand 1) *Ly6a*, *Il13ra1* and leukocyte-associated immunoglobulin-like receptor 1 (*Lair1*), which were previously shown to be regulated by IFN-γ on eosinophils (29, 30). 

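*Cd274* rose with IFN-γ by 2.75 on the log2 scale (standard error 0.15, adjusted p = 1.06e-10). *Lair1* (ENSMUSG00000055541, chromosome 7, 4003402 to 4063204) rose from 16.2 ± 4.29 to 238 ± 17.3 CPM (SD, n = 3), a log2 fold change of 3.83 (adjusted p = 2.47e-11). Those of *Il13ra1* and *Ly6a* were 3.38 (adjusted p = 4.97e-09) and 1.63 (adjusted p = 7.89e-07). Libraries with and without IFN-γ did not overlap for any of the 4 genes, where chance gives this for 10% of genes.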

*Cd86*, *Cd53* and *Cd36*, which were described as markers for classically-activated macrophages (M1) (31) were also increased (**Figure 2H**). 

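With IFN-γ, *Cd53* (ENSMUSG00000040747, chromosome 3, 106759921 to 106790149) went from 376 ± 44.5 to 1045 ± 142 CPM (SD, n = 3; log2 fold change 1.47, standard error 0.14, adjusted p = 1.75e-07). *Cd36* and *Cd86* changed by 1.05 (adjusted p = 4.18e-04) and 1.03 (adjusted p = 6.89e-04). *Cd36* fell by 1.43 on the log2 scale with *E. coli* and by 0.83 with both stimuli (adjusted p = 7.40e-05 and 0.00470).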

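*Cxcl9* (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had one of the largest rises with IFN-γ among genes at 1 CPM or more. It went from 3.18 ± 2.25 to 345 ± 11.2 CPM (SD, n = 3), a log2 fold change of 6.69 with a standard error of 0.30 (adjusted p = 9.47e-12). The log2 fold change stayed within 6.34 to 7.48 when each library was left out in turn.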

Among the various secreted factors, which were induced by IFN-γ, CXCL9, a potent chemoattractant for activated T‐cell and NK cells (32), was highly induced (108-fold increase) (**Figure 2H**). Additional hallmark IFN-γ-associated genes were induced such as signal transducer and activator of transcription 1 (*Stat1*), Kruppel-like factor 4 (*Klf4*), interferon regulatory factor-1 and -8 (*Irf1, Irf8*), Interferon-induced transmembrane protein 1 (*Ifitm1*) and Interferon-induced protein with tetratricopeptide repeats 2 (*Ifit2*).

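*Klf4*, *Ifitm1*, *Irf1*, *Irf8* and *Ifit2* were each called higher with IFN-γ, with log2 fold changes of 2.94, 2.54, 2.08, 1.88 and 0.98 in that order (adjusted p up to 1.80e-04). *Irf1* (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374) rose from 312 ± 19.3 to 1320 ± 30.1 CPM (SD, n = 3). IL-4 also raised *Irf1* by 0.97 on the log2 scale (adjusted p = 7.82e-04). *Irf1* shares exon positions with a gene on the opposite strand.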

On the other hand, carbonic anhydrase 4 (*Car4)*, transforming growth factor beta-induced (*Tgfbi*) and *Cd48*, which were shown to be markers of eosinophils in setting of allergy and asthma (33), or to support eosinophil adhesion and migration by IL-5 (34), were markedly downregulated (**Figure 2H**).

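*Car4* (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044) fell with IFN-γ from 655 ± 100.1 to 56.6 ± 8.56 CPM (SD, n = 3; log2 fold change -3.53, standard error 0.16, adjusted p = 9.37e-12). *Tgfbi* (ENSMUSG00000035493, chromosome 13, 56609523 to 56639562) changed by -2.66 and *Cd48* by -1.17 on the log2 scale (adjusted p = 4.53e-10 and 4.56e-07).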

As expected, the biological processes, which were identified in response to IFN-γ by our GO analysis included “response to IFN-γ”, “defense response to protozoan”, “leukocytes cell-cell adhesion” and “regulation of inflammatory response” (**Figure 2I**).

### The Transcriptome Signature of IFN-γ and *E. coli* Activated Eosinophils

Activation of eosinophils with IFN-γ and *E. coli* resulted in the most robust alteration in transcript levels in comparison with the other treatments, which we examined. 

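Of the genes tested in each set, 49.0% were called with IFN-γ and *E. coli*, 31.6% with IFN-γ, 30.2% with *E. coli* and 10.3% with IL-4. Against *E. coli* alone, 1725 genes were higher and 1515 lower with both stimuli.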

Following stimulation, a total of 4,305 transcripts were differentially expressed, where 2,313 were upregulated and 1,992 were downregulated (**Figure 2J** and **Table S4**). The combination of IFN-γ and *E. coli* augmented the expression of various transcripts, which were induced by *E. coli* or IFN-γ alone. 

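Libraries that carry the same replicate number with IFN-γ and with both stimuli had deviations from their group means with a mean correlation of 0.166 over 9883 genes (-0.0450 to 0.331 over the pairs), and 0.111 (0.0706 to 0.163) for *E. coli* and both stimuli. When the number was taken as a block among the 6 libraries of each comparison, 677 genes were higher and 741 lower with both stimuli than with IFN-γ, against 447 and 493 from the same 6 libraries without the block. Relative to *E. coli*, the block gave 1685 higher and 1457 lower, and no block 1517 and 1366. Whether the effect of both stimuli departs from the sum of the separate log2 effects was tested as an interaction. It was positive for 255 genes and negative for 202 at an adjusted p under 0.05. The replicate number was not used as a block for the interaction. Leaving out 1 library at a time moved the positive number most, to between 138 and 355 genes. With a factor of 2 required as well, 157 were positive and 88 negative.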

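*Cd274* (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095) had log2 fold changes of 1.04 (adjusted p = 2.74e-05) with *E. coli* and 3.33 (adjusted p = 4.58e-12) with IFN-γ and *E. coli*, relative to unstimulated cells. Its level with both stimuli exceeded that with IFN-γ by 0.58 (adjusted p = 0.00934) and that with *E. coli* by 2.29 (adjusted p = 7.14e-10). With the replicate number as a block the differences were 0.55 (adjusted p = 2.48e-04) and 2.29 (adjusted p = 9.77e-10), where the pairing correlations were 0.166 and 0.111. *Cd274* shares exon positions with a gene on the opposite strand.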

For example, *Cd274*, which was increased by 2-fold following stimulation with *E. coli*, and by 6.8-fold by IFN-γ, was further increased to a 10.3-fold increase in the combination of both triggers (**Figure 2K**). Similarly, the expression of several chemokines including *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, and *Cxcl16* as well as the cytokines *Il12b*, *Il27*, *Il33*, and *Il6* were increased to a greater extent following the combination of *E. coli* and IFN-γ in comparison with IFN-γ or *E. coli* alone. Similarly, the expression of *Tgfbi, Car4* and *Siglecg*, were further decreased following the combination of *E. coli* and IFN-γ in comparison with IFN-γ or *E. Coli* alone (**Figure 2K**).

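Of these 9 genes, 8 were higher with both stimuli than with IFN-γ alone, by 0.86 (*Cxcl16*) to 4.57 (*Cxcl5*) on the log2 scale with adjusted p-values up to 0.0250. The difference for *Il12b* was 1.17 (standard error 0.47, adjusted p = 0.118), with overlapping libraries. With the replicate number as a block it was 1.26 (adjusted p = 0.0255), and the pairing correlation for these conditions was 0.166. Compared with *E. coli*, 8 of the 9 were also higher. *Il12b* was at or under 3 counts in every *E. coli* library and at least 14.7-fold higher with both, and the 7 other genes called differed by 0.80 (*Cxcl5*) to 1.76 (*Cxcl16*) with adjusted p-values up to 0.00763. *Il27* differed by 0.41 (standard error 0.19, adjusted p = 0.108), and by 0.40 (adjusted p = 0.0503) in the block fit, with a pairing correlation of 0.111. The block kept the calls of the other genes in both comparisons. *Il27* and *Cxcl16* share exon positions with genes on the opposite strand.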

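*Siglecg* (ENSMUSG00000030468, chromosome 7, 43408204 to 43418358) was at 539.9 ± 42.3 CPM without stimulus, 304 ± 19.8 with *E. coli*, 103 ± 11.6 with IFN-γ and 54.9 ± 5.16 with both (SD, n = 3). Relative to IFN-γ alone, the change with both stimuli was -0.91 for *Siglecg* and -1.31 for *Tgfbi* (adjusted p = 1.39e-04 and 3.52e-04), while that of *Car4* was -0.35 with a standard error of 0.18 (adjusted p = 0.230) and was not called. The block fit gave -0.93, -1.34 and -0.39 for *Siglecg*, *Tgfbi* and *Car4*, the last with an adjusted p of 0.144 and a pairing correlation of 0.166. Relative to *E. coli* the changes were -2.47, -2.43 and -4.85 in the same order, with adjusted p-values up to 1.37e-08. *Car4* itself was higher with *E. coli* than in unstimulated cells, by 0.96 (standard error 0.13, adjusted p = 1.72e-05).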

GO analysis revealed that in addition of “regulation of inflammatory response” and “response to IFN-γ“, which were induced by IFN-γ or *E. coli* alone, stimulation of eosinophils with a combination of IFN-γ and *E. coli* enriched biological pathways that regulate cytokine production and T cell activation (**Figure 2L**).

Taken together, these data suggest that eosinophils acquire distinct transcriptome signatures in response to different stimuli, collectively termed Type 1 and Type 2 eosinophils.

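A direct test of the difference between the responses that the paper names Type 1 and Type 2 compared the log2 response to IL-4 with the log2 response to IFN-γ and *E. coli*, each against the unstimulated libraries of its own set. Of 10671 genes tested over all 18 libraries, the IL-4 response was the higher for 1974 and the lower for 2210 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the responses differed by 2-fold or more for 1455 and 1273. All IL-4 libraries belong to one library set and all libraries with IFN-γ and *E. coli* to the other, so the effect of the stimulus cannot be told apart from an effect of the set on how strongly a gene responds. The GO terms that the paper names were not tested here because no annotation was at hand.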

### The Unique Transcriptome of Type 1- and Type 2-Activated Eosinophils

Subsequently, we aimed to analyze the different transcriptome profile of eosinophils following exposure to the different stimuli focusing on cell surface markers (**Figure 3A**), soluble mediators (**Figure 3B**) and transcription factors (**Figure 3C**).

**Figure 3:**
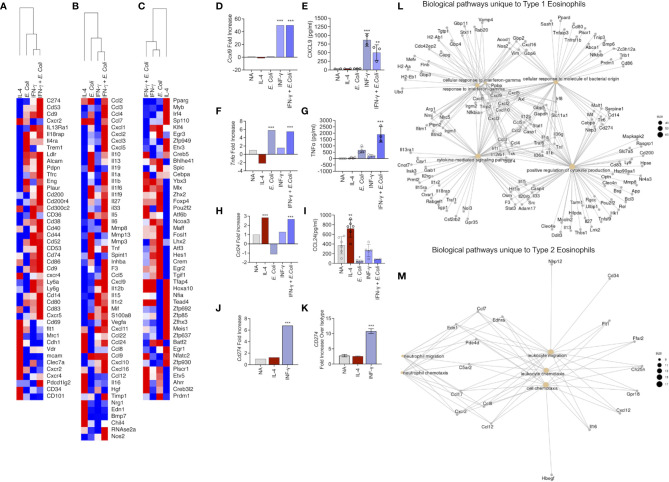
Identification of the unique transcript signatures for Type 1 and Type 2 activated eosinophils Heat plot analysis of differentially expressed cell surface receptors **(A)**, secreted molecules **(B)** and transcription factors **(C)** of eosinophils activated with IL-4, IFN-γ, *E. coli*, and IFN-γ + *E. coli.* The expression of selected transcripts **(D, F, H, J)** was validated in eosinophils by means of ELISA **(E, G, I)** or flow cytometry **(K)**. Gene ontology (GO) analysis based on biological processes (BP) using the statistically significant differently express transcripts that were induced in Type 1 **(L)** and Type 2 **(M)** eosinophils. In **(E, G, I)**, each dot represents a biological replicate, *p < 0.05, **p < 0.01, ***p < 0.001.

#### Cell Surface Receptors

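The receptor genes *Cd74*, *Cd80*, *Cd83*, *Cd86* and *Cd200* were all called higher with IFN-γ and *E. coli* than without stimulus, with log2 fold changes of 1.80, 1.10, 1.43, 1.21 and 2.66 in that order and adjusted p-values up to 0.00326. *Cd200* (ENSMUSG00000022661, chromosome 16, 45382135 to 45409053) went from 13.9 ± 2.36 to 87.6 ± 26.5 CPM (SD, n = 3). With *E. coli* alone *Cd74* and *Cd86* changed by -0.68 and -0.70 (adjusted p = 0.0343 and 0.0207).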

“Type 1” activation increased the expression of multiple co-stimulatory and immunoregulatory receptors such as *Cd74, Cd80, Cd83, Cd86, Cd200, CD274, Cd83*. In addition, several cytokine receptors including *Il4ra, Il13ra1* and *Il18rap* were increased (**Figure 3A**). In contrast, CD101, which was recently described as a marker for inflammatory eosinophils (12), was uniquely upregulated by Type 2 eosinophils (**Figure 3A**). Similarly, CD69, a typical eosinophil activation marker (35), was induced exclusively in Type 2 eosinophils. Moreover, CD34, which was recently shown to play a role in eosinophil migration into allergen-challenged lungs was also uniquely identified in Type 2-activated eosinophils (36).

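With IFN-γ and *E. coli*, *Il13ra1* rose by 3.30 (adjusted p = 2.83e-09) and *Il18rap* by 1.51 (adjusted p = 7.97e-06) on the log2 scale. *Il4ra* (ENSMUSG00000030748, chromosome 7, 125552120 to 125579474) was at 112 ± 7.53 CPM without stimulus and 125 ± 4.83 CPM with both (SD, n = 3), and its change of 0.15 (standard error 0.11, adjusted p = 0.278) was not called. *E. coli* alone raised *Il4ra* by 1.10 (adjusted p = 3.07e-07). *Il4ra* shares exon positions with a gene on the opposite strand.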

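The *Cd101* log2 fold changes with *E. coli*, IFN-γ and both were -0.02, -0.33 and -0.17, with adjusted p-values of 0.965, 0.225 and 0.497. Tested directly, the response of *Cd101* to IL-4 exceeded that to IFN-γ and *E. coli* by 2.51 (standard error 0.29, adjusted p = 5.17e-07).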

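In the *E. coli* and IFN-γ set, *Cd69* was at 42.6 ± 11.2 CPM without stimulus, 75.3 ± 9.64 with *E. coli*, 40.8 ± 1.67 with IFN-γ and 61.2 ± 7.64 with both (SD, n = 3). It was called higher with *E. coli* (log2 fold change 0.83, standard error 0.17, adjusted p = 9.53e-04) and with both stimuli (log2 fold change 0.53, standard error 0.18, adjusted p = 0.0198), and not with IFN-γ (-0.06, adjusted p = 0.852). The response to IL-4 was larger than that to both stimuli by 1.45 (adjusted p = 3.08e-05).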

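*Cd34* (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) rose with IL-4 from 3.58 ± 0.826 to 31.1 ± 6.74 CPM (SD, n = 3; log2 fold change 3.09, standard error 0.26, adjusted p = 9.61e-05). It was already at 27.4 ± 10.3 CPM in unstimulated libraries a to c and changed by -3.25, -1.26 and -2.66 on the log2 scale with *E. coli*, IFN-γ and both (adjusted p up to 0.00408). The responses to IL-4 and to IFN-γ and *E. coli* differed by 5.69 (standard error 0.47, adjusted p = 4.07e-09). For *Cd53* the difference was -2.38 (adjusted p = 4.36e-09). *Cd34* shares exon positions with a gene on the opposite strand.

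**Figure D2:**
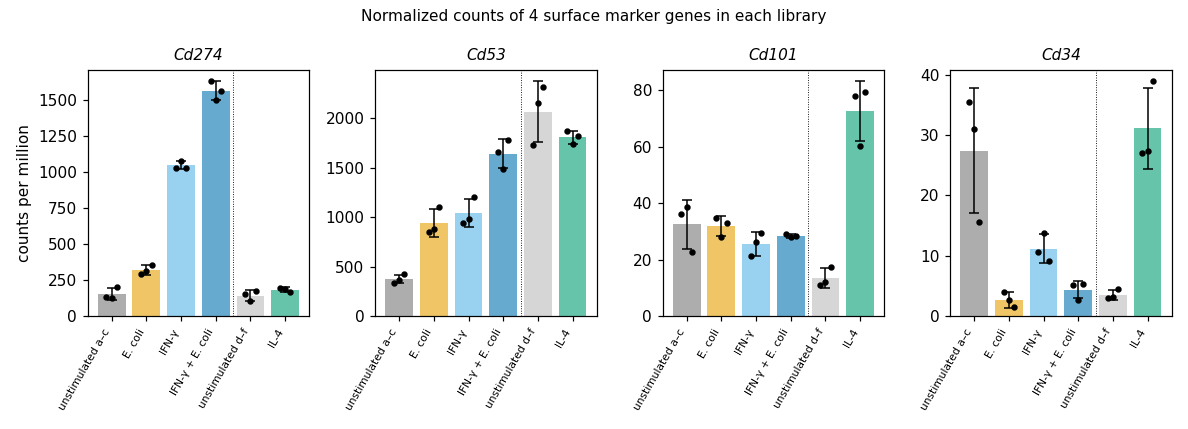
Normalized CPM of *Cd274*, *Cd53*, *Cd101* and *Cd34* in each condition. Bars are means, error bars SD and points the 3 libraries of a condition, and the dotted line parts the *E. coli* and IFN-γ set from the IL-4 set. *Cd34* was at 4.38 ± 1.42 CPM with IFN-γ and *E. coli*.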

#### Soluble Mediators

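The response to IL-4 exceeded that to IFN-γ and *E. coli* for *Ccl8*, *Ccl12* and *Ccl22*, by 2.50, 2.01 and 1.13 on the log2 scale (adjusted p = 1.00e-04, 6.48e-06 and 0.0431). For *Ccl24*, which the paper also lists for Type 2 activation, no difference between these responses was called. *Ccl22* was also called higher with IFN-γ and *E. coli*, by 1.34 (adjusted p = 0.00267), and *Ccl12* changed by -0.58 (adjusted p = 0.0450). With IFN-γ and *E. coli*, *Ccl3* (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) rose from 51.6 ± 2.25 to 1558 ± 118 CPM (SD, n = 3; log2 fold change 4.91, standard error 0.14, adjusted p = 1.30e-14), and *Ccl4*, *Ccl2* and *Cxcl10* by 2.81, 1.12 and 1.29. The rises of *Cxcl1*, *Cxcl2*, *Cxcl3* and *Cxcl5* in that order were 3.40, 3.30, 4.19 and 4.56. *Ccl7* was not called (0.59, standard error 0.28, adjusted p = 0.0908). Among the interleukin genes, *Il13*, *Il1a*, *Il1b* and *Il15* rose by 3.34, 3.79, 4.45 and 1.28, and the adjusted p-values of the chemokine and interleukin genes called did not exceed 0.00225. *Il33* and *Il12b*, at or under 3 counts without stimulus, were at least 17.8-fold and at least 12.8-fold higher. *Il12a* had too few counts to be tested. *Cxcl10* and *Il1a* share exon positions with genes on the opposite strand.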

Type 2 activated eosinophils induced the expression of *Ccl22, Ccl24, Ccl8* and *Ccl12*, whereas Type 1 eosinophil activation induced the expression of *Ccl2, Ccl3, Ccl4, Ccl7, Cxcl1, Cxcl2, Cxcl3* and *Cxcl5, Cxcl9 and Cxcl10.* Type 1-activated eosinophils also increased the expression of multiple cytokines including *Il13, Il1a, Il1b, Il33, Il12a, Il12b, Il15* (**Figure 3B**).

#### Transcription Factors

Assessment of transcription factor expression revealed that Type 1 activated eosinophils displayed increased levels of several transcription factors that were associated with M1 macrophages such as *Klf4, Egr3, Atf3, Hes1* and *Crem* (**Figure 3C**). In contrast, Type 2-activated eosinophils increased the expression of various transcription factors that were increased in M2 macrophages (e.g. *Pparg, Irf4*) (**Figure 3C**).

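All 5 of these genes were called higher with IFN-γ and *E. coli*. The log2 fold changes were 3.20, 2.87, 3.38, 3.30 and 3.25 for *Klf4*, *Egr3*, *Atf3*, *Hes1* and *Crem* in that order, with adjusted p-values up to 8.34e-07. *Crem* (ENSMUSG00000063889, chromosome 18, 3266048 to 3337748) rose from 5.51 ± 2.06 to 55.5 ± 2.85 CPM (SD, n = 3). The response to IL-4 less that to IFN-γ and *E. coli* was between -3.41 (*Atf3*) and -1.57 (*Egr3*) on the log2 scale (adjusted p up to 0.0496). *Crem* shares exon positions with a gene on the opposite strand.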

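*Irf4* (ENSMUSG00000021356, chromosome 13, 30749226 to 30766976) rose with IL-4 from 0.909 ± 0.523 to 6.21 ± 0.841 CPM (SD, n = 3; log2 fold change 2.71, standard error 0.46, adjusted p = 0.00428). Its response to IL-4 differed from that to IFN-γ and *E. coli* by 1.51 with a standard error of 1.06 (adjusted p = 0.278), so a difference was not shown. *Irf4* and *Pparg* had too few counts in the *E. coli* and IFN-γ set to be tested there, and *Pparg* had too few for the comparison of responses.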

To validate our RNA sequencing analyses, eosinophils were activated and the expression of soluble factors such as CXCL9, TNF-α and CCL24 were determined by ELISA. 

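Transcripts of *Cxcl9* were at 355 ± 97.0 CPM (SD, n = 3) with IFN-γ and *E. coli*, a log2 fold change of 6.73 (adjusted p = 3.12e-12) against unstimulated cells. The change was 0.14 with *E. coli* (standard error 0.56, adjusted p = 0.886) and -1.19 with IL-4 (standard error 0.57, adjusted p = 0.224).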

Consistent with our RNA sequencing data, *Cxcl9* that was induced only by IFN-γ or IFN-γ and *E. coli* (**Figure 3D**), was secreted only by eosinophils that were stimulated with *IFN-γ* or IFN-γ and *E. coli* (**Figure 3E**). Similarly, mRNA expression of *Tnfa* that was increased following activation with IFN-γ or IFN-γ and *E.coli* (**Figure 3F**), was only detected in the supernatants of *E. coli* and to greater extent in supernatants of eosinophils stimulated with IFN-γ and *E.coli* (**Figure 3G**). mRNA expression of *Ccl24*, which was upregulated following activation with IL-4 as well as with IFN-γ and *E.coli* (**Figure 3H**), was significantly increased in the protein level only following stimulation with IL-4 (**Figure 3I**). 

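*Tnf* (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) was at 15.0 ± 1.94 CPM without stimulus, 86.2 ± 19.1 with *E. coli*, 22.2 ± 2.45 with IFN-γ and 81.4 ± 16.5 with both (SD, n = 3). The change with IFN-γ was 0.56 (standard error 0.24, adjusted p = 0.0815) and was not called, the one with both stimuli was 2.44 (adjusted p = 1.50e-08), and IL-4 lowered *Tnf* by 1.12 (adjusted p = 0.0389). *Ccl24* (ENSMUSG00000004814, chromosome 5, 135569937 to 135573049) rose from 12.3 ± 3.73 to 35.6 ± 8.81 CPM with IFN-γ and *E. coli* (log2 fold change 1.52, standard error 0.28, adjusted p = 1.68e-04) and was at 121 ± 25.4 CPM with IL-4, against 41.8 ± 10.6 CPM in its unstimulated libraries. The responses differed by -0.06 (standard error 0.34, adjusted p = 0.920). With *E. coli* and with IFN-γ alone *Ccl24* was not called (-0.09 and 0.64, adjusted p = 0.856 and 0.112).

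**Figure D3:**
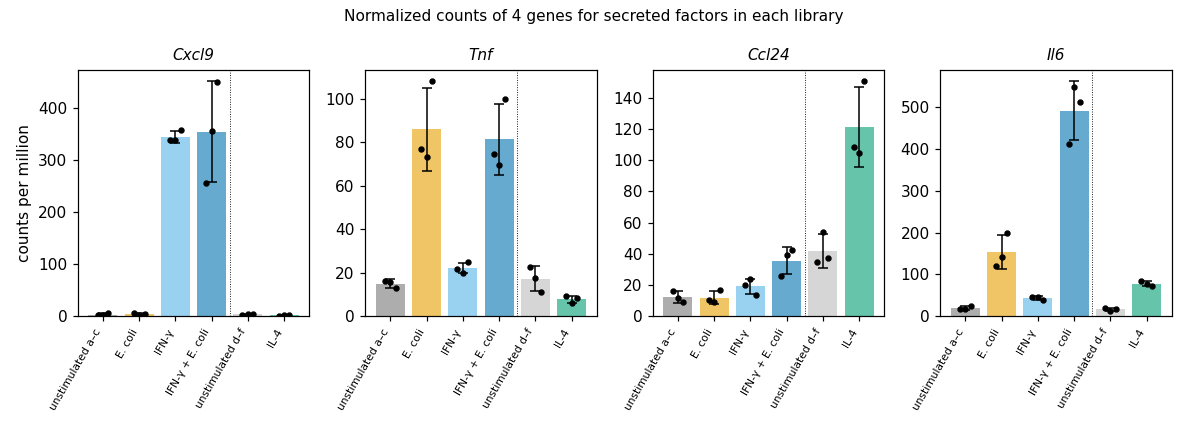
Normalized CPM of *Cxcl9*, *Tnf*, *Ccl24* and *Il6* in each condition. Bars are means, error bars SD and points the 3 libraries of a condition, and the dotted line parts the *E. coli* and IFN-γ set from the IL-4 set. *Il6* was at 43.8 ± 3.92 CPM with IFN-γ.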

Finally, *Cd274*, which was increased following IFN-γ and IFN-γ in the presence of *E. Coli* (**Figure 3J**), was also increased by IFN-γ on the surface of eosinophils (**Figure 3K**).

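*Cd274* transcripts were at 154 ± 41.9 CPM without stimulus, 319 ± 33.1 with *E. coli*, 1044 ± 28.2 with IFN-γ and 1560 ± 65.7 with both (SD, n = 3). With IL-4 the change was 0.36 (standard error 0.18, adjusted p = 0.237), and the response to IL-4 differed from that to both stimuli by -3.02 (adjusted p = 2.52e-09).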

To further dissect the differences between Type 1 and Type 2 eosinophils, we analyzed the unique and shared biological pathways which were enriched in these cells. The unique transcriptome, which was enriched in Type 1 activated eosinophils (**Figure 1D**, 608 transcripts) was associated with “cellular response to IFN-γ”, “cellular response to molecule of bacterial origin”, and “positive regulation of cytokines production” (**Figure 3L**). On the other hand, the unique transcriptome which was enriched in Type 2 activated eosinophils (**Figure 1D**, 403 transcripts) was associated with biological pathways related to cell movement (**Figure 3M**). Importantly, Type 1 and Type 2-activated eosinophils also displayed induction of 33 common transcripts (**Figure 1D**).

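In the deposited counts, 24 genes were called higher with IL-4 and with IFN-γ and *E. coli* and with neither *E. coli* nor IFN-γ alone. In the other direction the number was 22.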

### The Shared Transcriptome of Type 1- and Type 2-Activated Eosinophils

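Across the 4 comparisons, 43 genes were called higher and 26 lower with every stimulus. DESeq2's calls gave 45 and 18.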

Our analyses also identified a set of 45 upregulated (**Figure 1C**) and 18 downregulated (**Figure 1D**) transcripts that were shared among all the activation conditions (**Figure 4A**). GO analysis of the biological processes that characterize the commonly regulated transcripts demonstrated that they are associated with biological processes involved in “cytokines secretion, and “negative regulation of cell adhesion” (**Figure 4B**).

**Figure 4:**
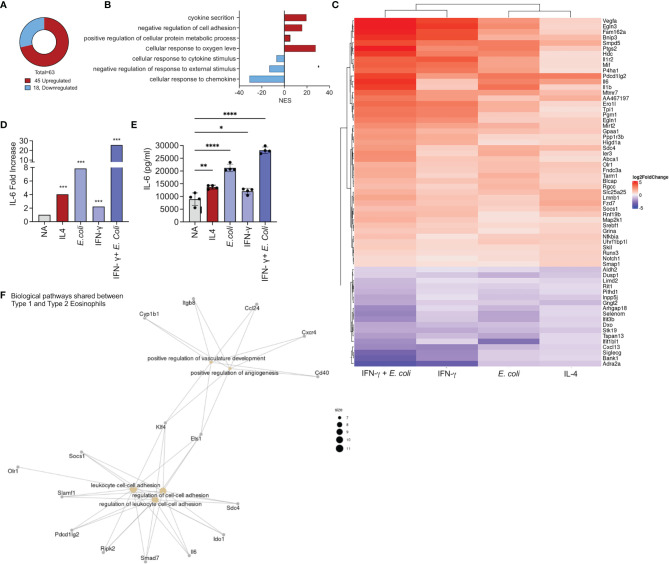
Identification of a common transcript signature for activated eosinophil. Pie chart analysis displaying the number commonly up and downregulated transcripts by all activation conditions [i.e. IL-4, *E. coli*, IFN-γ, and *E. coli +* IFN-γ, **(A)**]. Gene ontology (GO) analysis based on biological processes (BP) using the statistically significant differently expressed transcripts that were commonly up and downregulated in eosinophils following all activation condition **(B)**. Heat plot analysis of the list of transcripts that were commonly up and downregulated by all activation conditions **(C)**. Increased expression of IL-6 transcript levels **(D)** by all activation conditions was validated by activation of eosinophils with IL-4, *E. coli*, IFN-γ, and *E. coli +* IFN-γ and assessment of IL-6 secretion by ELISA **(E)**. Gene ontology (GO) analysis based on biological processes (BP) using the statistically significant mutually expressed transcripts that were induced in Type 1 and Type 2 eosinophils **(F)**. Each dot represents a biological replicate, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

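*Pdcd1lg2* (ENSMUSG00000016498, chromosome 19, 29410919 to 29471161) was at or under 3 counts in every unstimulated library of the *E. coli* and IFN-γ set. It was at least 7.84-fold higher with *E. coli*, at least 4.13-fold with IFN-γ and at least 17.4-fold with both, and rose with IL-4 from 2.53 ± 0.472 to 21.7 ± 1.71 CPM (SD, n = 3; log2 fold change 3.11, standard error 0.25, adjusted p = 9.61e-05). *Il1r2* (ENSMUSG00000026073, chromosome 1, 40074079 to 40125231) rose by 2.10, 3.89 and 3.70 on the log2 scale with *E. coli*, IFN-γ and both, and by 0.61 with IL-4 (adjusted p up to 0.0286).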

Among the common upregulated transcripts various cell surface receptors were identified such programmed cell death 2 (*Pdl2*) and *Il1r2* (**Figure 4C**). In addition, all of the examined stimuli were capable of inducing the expression of *Vegf*, *Il6*, *Il1b* and the transcription factors *Nfikbia* and *Socs1* (**Figure 4C**). 

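With *E. coli*, IFN-γ, both and IL-4, in that order, the log2 fold changes were 2.43, 4.34, 5.71 and 0.87 for *Vegfa* (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369), 0.91, 0.36, 1.24 and 1.02 for *Nfkbia* and 0.77, 1.34, 1.30 and 1.52 for *Socs1*, with adjusted p-values up to 0.0319. *Il1b* rose by 1.02 with IFN-γ and 0.87 with IL-4 (adjusted p = 0.00210 and 0.00467).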

Since *Il6* mRNA expression was mutually increased by all of the stimuli (**Figure 4D**), we aimed to determine whether activation of eosinophils with IL-4, *E. Coli*, IFN-γ as well as IFN-γ and *E. coli* will induce IL-6 secretion. Indeed, activation of eosinophils with IL-4, IFN-γ or *E. coli* induced secretion of IL-6. 

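*Il6* rose by 1.14 with IFN-γ (standard error 0.23, adjusted p = 7.75e-04), by 2.24 with IL-4 (standard error 0.17, adjusted p = 7.66e-05) and by 4.62 (adjusted p = 1.63e-12) with IFN-γ and *E. coli*. Its mean with IL-4 was 77.3 ± 5.89 CPM against 16.5 ± 3.01 CPM in the unstimulated libraries of that set (SD, n = 3).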

Combination of IFN-γ with *E. coli* augmented the secretion of IL-6 (**Figure 4E**).

Finally, we examined the biological pathways, which were mutually enriched in Type 1 and Type 2 eosinophils. These consist of 33 transcripts (**Figure 1D**) that were associated with angiogenesis and cell adhesion (**Figure 4F**).

### Type 1- and Type 2-Activated Eosinophils Display Distinct Transcriptome Signatures in Comparison With IFN-γ+LPS- and IL-4-Activated Macrophages, Respectively

Next, we compared the transcriptome signature of Type 1- and Type 2-activated eosinophils with that of macrophages that have been stimulated with IFN-γ and LPS or IL-4 using a published dataset (37). Type 1-activated eosinophils displayed 1,960 transcripts that were commonly differentially expressed following activation of macrophages with IFN-γ+LPS (**Figure 5A** and **Table S12**). Among these we could identify several “hallmark” inflammatory secreted factors including *Cxcl9. 

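In eosinophils with IFN-γ and *E. coli*, *Tarm1* (ENSMUSG00000053338, chromosome 7, 3486500 to 3502624) was at 98.6 ± 17.2 CPM against 27.7 ± 3.73 CPM without stimulus (SD, n = 3; log2 fold change 1.85, standard error 0.20, adjusted p = 4.54e-07). The macrophage data were not analysed here.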

Cxcl10, Tnf, Il6* and *Il1b* (**Figure 5C**) as well as cell surface receptors such as *Tarm1* (T Cell-interacting activating receptor on myeloid Cells 1) and *Cd274*. Notably, among these shared transcripts, several where increased in eosinophils but decreased in macrophages (e.g. *Cxcr4, Mmp8* and *Egr2*, **Figure 5C**) while others where decreased in eosinophils but increased in macrophages (*Tgfbi, Clec12a, Ifit3*). 

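For the eosinophil side of the comparison, *Mmp8* (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485) rose with IFN-γ and *E. coli* from 9.90 ± 0.350 to 204 ± 8.66 CPM (SD, n = 3; log2 fold change 4.36, standard error 0.17, adjusted p = 4.92e-13), and *Egr2* and *Cxcr4* by 3.22 (adjusted p = 5.99e-11) and 1.21 (adjusted p = 3.99e-08). *Clec12a* changed by -6.12 (adjusted p = 1.52e-12), *Tgfbi* by -3.97 (adjusted p = 5.25e-12) and *Ifit3* by -1.0 (adjusted p = 0.00135). *Ifit3* has a near-identical copy among the transcripts of 1 other gene.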

Type 2-activated eosinophils displayed 136 transcripts that were commonly differentially expressed following activation of macrophages with IL-4 (**Figure 5B** and **Table S13**). Among these we identified the previously characterized IL-4-induced transcripts *Chil3*, *Pparg* and *Socs1* (38, 39) (**Figure 5D**). 

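*Chil3* (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564) was at 1220 ± 252 CPM in unstimulated eosinophils of the IL-4 set and 2196 ± 267 CPM with IL-4 (SD, n = 3; log2 fold change 0.85, standard error 0.16, adjusted p = 0.00713).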

Interestingly, several transcripts that are typically associated with IL-4-activated macrophages were induced only in macrophages (e.g. *Arg1, Mrc1*) (40). In contrast, IL-4 induced the expression of several transcripts specifically in eosinophils such as *Edn1, Sprr2f* (**Figure 5D**). These data demonstrate that while similarities exist between polarized eosinophils and macrophages, each cell type acquires a distinct polarization state.

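In the eosinophils, the change of *Arg1* (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) with IL-4 was 0.22 (standard error 0.18, adjusted p = 0.466) and that of *Mrc1* was 1.31 (standard error 0.57, adjusted p = 0.179), with overlapping libraries for both. *Arg1* was called higher with IFN-γ, by 1.64 (adjusted p = 1.51e-05), and with IFN-γ and *E. coli*, by 1.66 (adjusted p = 5.98e-06).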

**Figure 5:**
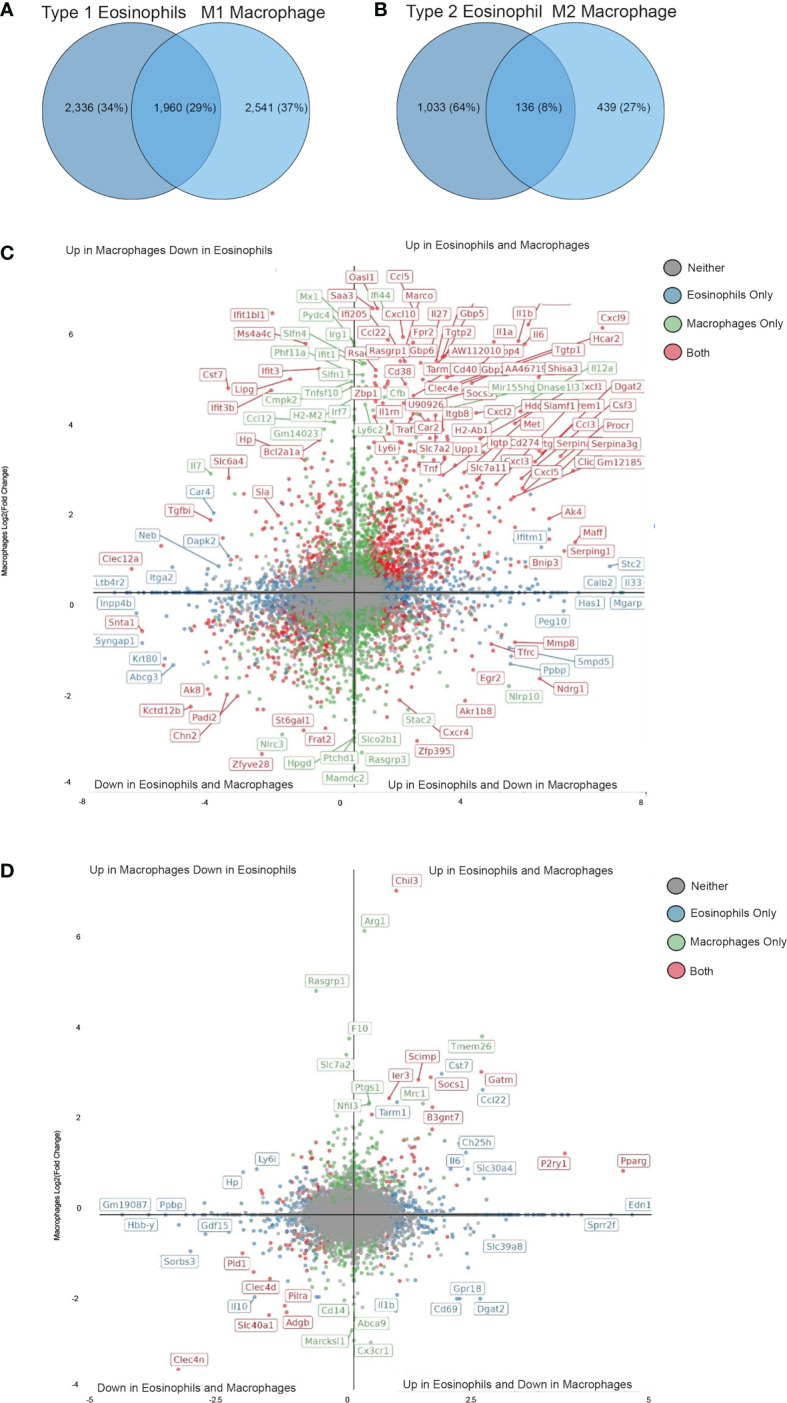
Shared and unique transcriptional profile of Type 1 and Type 2 eosinophils in comparison with M1 and M2 macrophages. Venn plot analysis of statistically significant differentially expressed transcripts from Type 1 **(A)** and Type 2 **(C)** eosinophils in comparison with M1 **(A)** and M2 **(C)** macrophages. Quadrant plot analysis of the statistically significant differentially expressed transcripts from Type 1 **(B)** and Type 2 **(D)** eosinophils in comparison with M1 **(B)** and M2 **(D)** macrophages.

### Type 1- and Type 2-Activated Eosinophils Resemble Eosinophils From Type 1 and Type 2 Inflammatory Conditions

Since our analyses were conducted using *ex-vivo* stimulations, we were interested to determine whether the transcriptome signature of Type 1- and Type 2-activated eosinophils will resemble the transcriptome of primary eosinophils that were obtained from Type 1 and Type 2 inflammatory conditions. To this end, eosinophils were obtained from the colon of mice undergoing DSS-induced colitis, which is characterized by exposure to microbes and IFN-γ and can thus serve as a Type 1 environment. In addition, eosinophils were sorted from the lungs of mice with experimental asthma (41), which is characterized as a polarized “Type 2” microenvironment with marked elevation of IL-4 (27).

Clustering analysis revealed that the transcriptome of Type 1-stimulated eosinophils clustered with eosinophils from the DSS-induces colitis model and Type 2-activated eosinophils clustered with eosinophils from the asthma model (**Figure 6A**, see transcript list in **Table S14**). In support of this, the expression pattern of transcripts that we identified as possible markers for Type 1- and Type 2-activated eosinophils (**Figure 3**), was largely recapitulated in eosinophils from asthmatic mice or mice with colonic inflammation. For example, *Cd274* and *Cd53*, which may serve as markers for Type 1 eosinophils were upregulated in colonic eosinophils following treatment with DSS but not in eosinophils from asthmatic mice (**Figures 6B, C**). In contrast, *Cd101* and *Cd34*, which may serve as markers for Type 2 eosinophils were upregulated in eosinophils from asthmatic mice but not in eosinophils from mice with colonic inflammation (**Figures 6D, E**).

**Figure 6:**
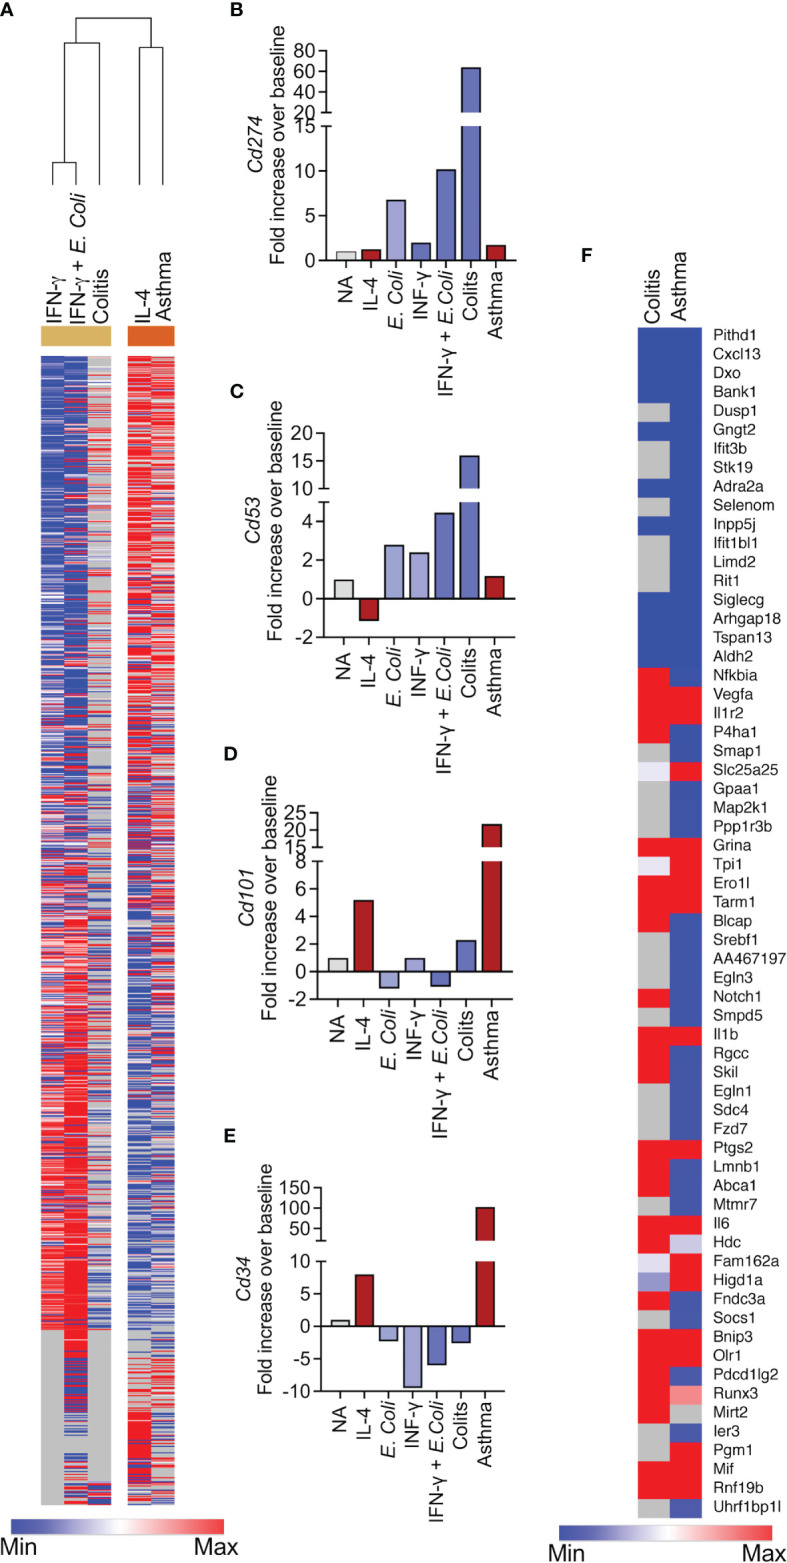
The transcriptional signature of Type 1 and Type 2 eosinophils cluster with the eosinophils from colitis and asthma, respectively. Heatmap analysis of the transcriptional signature of eosinophils activated with IFN-γ*, E. coli+*IFN-γ and IL-4 with the transcriptional signature of eosinophils that were sorted from the lungs of allergen-challenged mice and from the colons of mice undergoing DSS-induced colitis **(A)**. The expression of selected transcripts that were identified as Type 1 **(B, C)** or Type 2 **(D, E)** specific is shown in eosinophils from allergen-challenged mice and mice with colitis **(B–E)**. Heatmap analysis of transcripts that were identified as markers for generally activated-eosinophils in eosinophils obtained from allergen-challenged mice and mice with colitis **(F)**.

Next, we aimed to validate the shared transcript signature, which we generated from activated eosinophils (**Figure 4**) by comparing it to that of eosinophils from the aforementioned pathophysiological environments. This analysis revealed 12 commonly upregulated (i.e. *Vegfa, Il1r2, Grina, Ero1l, Tarm1, Il1b, Ptgs2, Il6, Bnip3, Olr1*, Mif and Rnf19b) and 10 commonly downregulated transcripts (i.e. *Pithd1, Cxcl13, Dxo, Bank1, Gngt2, Adra2a, Inpp5j, Siglecg, Arhgap18*, Tspan13 and Aldh2) in all of the activation conditions (e.g. IL-4, IFN-γ, *E. coli*, IFN-γ+*E. coli*) and in eosinophils from asthma and colitis (**Figure 6F**).

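For the stimulated cells, each of the 12 genes of the first list was called higher and each of the 11 of the second list lower in all 4 comparisons. For *Grina*, *Ero1l*, *Ptgs2*, *Bnip3*, *Olr1*, *Mif* and *Rnf19b* the rises ranged on the log2 scale over 0.61 (*Mif*) to 1.45 (*Bnip3*) with IL-4, 0.38 (*Grina*) to 3.08 (*Ptgs2*) with *E. coli*, 0.96 (*Grina*) to 4.18 (*Bnip3*) with IFN-γ and 1.05 (*Grina*) to 5.01 (*Ptgs2*) with both, with adjusted p-values up to 0.0498. The changes of the second list ranged over -1.20 (*Gngt2*) to -0.49 (*Pithd1*) with IL-4, -1.73 (*Tspan13*) to -0.57 (*Aldh2*) with *E. coli*, -3.67 (*Adra2a*) to -0.40 (*Inpp5j*) with IFN-γ and -4.27 (*Adra2a*) to -0.75 (*Aldh2*) with both, with adjusted p-values up to 0.0450. *Ptgs2* (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) went from 31.6 ± 8.62 to 1049 ± 126 CPM with both Type 1 stimuli and from 33.5 ± 6.43 to 68.5 ± 12.0 CPM with IL-4 (SD, n = 3). The asthma and colitis data were not analysed here. *Il1b*, *Bnip3*, *Dxo*, *Gngt2*, *Inpp5j* and *Aldh2* share exon positions with genes on the opposite strand. *Bnip3* and *Mif* each have near-identical copies among the transcripts of 3 other genes, and *Siglecg* of 1 other gene.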

## Discussion

Eosinophils are key effector cells and therapeutic targets in allergic diseases. Recent data highlight important roles for eosinophils in homeostasis and in inflammatory diseases that are not necessarily associated with allergy (e.g. inflammatory bowel disease and viral infections and even cancer) (2, 9, 42). Thus, upon their recruitment to the inflamed tissue, eosinophils are likely exposed to various stimuli that vary according to the nature of the inflammatory milieu. In fact, similar to other myeloid cells such as macrophages and neutrophils, eosinophils are capable of displaying functional heterogeneity, which is driven by their response to different inflammatory environments. Herein, we characterized the transcriptional landscape of eosinophils in response to IL-4, IFN-γ and *E.* coli, which represent Type 1 and Type 2 inflammatory environments. First, we demonstrated that IL-4, IFN-γ and *E. coli* induced unique transcriptional signatures in eosinophils resulting in enrichment of distinct biological processes. Second, we identified a set of upregulated transcripts, which may serve as Type 1, Type 2 or general activation markers for eosinophils. Finally, we showed that the transcriptional profile of Type 2-activated eosinophils resembled the profile of eosinophils from mice with experimental asthma whereas Type 1 eosinophils resembled eosinophils from mice with colitis. Collectively, these data provide new perspectives regarding eosinophil plasticity and heterogeneity in diverse inflammatory settings and support the notion that eosinophils display a wide continuum of distinct activation states.

Over the past years it has become increasingly apparent that immune cells display marked plasticity (43, 44). Within the myeloid lineage, this has been best characterized in macrophages where *in vitro* modeling of macrophage activations states has been widely applied for molecular and biomarker profiling (14). Consequently, it is now accepted that macrophage activation comprises a wide spectrum of phenotypes which are dictated by the environmental cues that stimulate macrophage activity (14). Similarly, it has been proposed that eosinophils may be classified into different phenotypes as well (9–12). These phenotypes supposedly reflect the potential roles of eosinophils in immune responses and physiological processes. While various eosinophil phenotypes were characterized and the term “E1” and “E2” cells has been suggested, the activation spectrum of eosinophils following Type 1 and Type 2 activation has been largely unexplored. We demonstrate that IL-4 and IFN-γ + *E. coli* stimulated eosinophils are transcriptionally different from each other. We further show that following these stimuli, eosinophils show unique expression of transcripts which can be used to distinguish them as Type 1 and Type 2 eosinophils. Our bioinformatics analysis revealed that Type 2 eosinophils were enriched with pathways that are associated with cell movement. This was evident in the transcriptional profile of Type 2 eosinophils in two ways. First, Type 2 eosinophils upregulated the expression of cell surface molecules that are associated with their movement and tissue infiltration. For example, the surface markers CD101 and CD34 were specifically upregulated in Type 2 eosinophils. CD101 expression was shown to be increased in eosinophils that infiltrate the lungs of allergen-challenged mice and upon infiltration of eosinophils to metastatic lungs (12, 13). Furthermore, *Cd34^-/-^* eosinophils displayed decreased movement *in vitro* and it was shown that CD34 is required for the influx of eosinophils to the gastrointestinal tract and following allergen challenge to the lungs (36, 45). Second, Type 2 eosinophils upregulated and probably secreted multiple chemokines such as *Ccl22, Ccl17, Ccl8* and *Ccl12* that can promote the migration of additional cells in allergic settings including monocytes, T helper cells, basophils and mast cells (46). Importantly, by upregulation and secretion of CCL24, Type 2 eosinophils may also generate a positive feedback loop, which induces the migration of additional eosinophils from the blood. Our data are consistent with previous studies, which assessed the effects of IL-4 and IFN-γ on eosinophils. For example, stimulation of bone marrow-derived mouse eosinophils with IL-4 (or IL-33) for 1 or 4 hours resulted in the induction of 28 transcripts, 9 of which were unique to IL-4 (47). In our hands, 18 hours of stimulation resulted in 633 upregulated transcripts of which 403 were unique to IL-4. Notably, several transcripts were shared in both analyses, including *Ccl2, Ccl7, Cish, Fcrls and lipg*. In addition, while not many studies assessed the effects of IFN-γ on eosinophils, IFN-γ was shown to “prime” eosinophil responses to IL-5 and GM-CSF (48). In addition, several studies have shown that IFN-γ activates eosinophils to secrete chemokines such as CXCL9 and CXCL10 (13, 49). This is consistent with our findings showing that IFN-γ primes eosinophils to innate immune stimulation and is capable of inducing chemokine secretion as well.

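With IL-4 for 18 h, *Ccl7* (ENSMUSG00000035373, chromosome 11, 82045712 to 82047525) rose from 90.5 ± 12.7 to 220 ± 13.3 CPM (SD, n = 3; log2 fold change 1.28, standard error 0.14, adjusted p = 3.32e-04). The rises of *Lipg*, *Fcrls* and *Cish* were 1.32, 1.29 and 0.54, with adjusted p-values up to 0.0318. *Cish* shares exon positions with a gene on the opposite strand.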

Our data provide comprehensive characteristic of subtypes of Type 1-activated eosinophils, which differ from primed eosinophils (IFN-γ activation) or innate immune-activated eosinophils (*E. coli* activation). This classification is supported by our findings of unique transcriptional profiles for each activation set and by the finding that IFN-γ primed eosinophils to innate immune stimulation. Thus, the expression of several transcripts, which were increased by IFN-γ, were further induced in the presence of IFN-γ and innate immune stimulation. These Type 1 eosinophils display a potent pro-inflammatory and immunomodulatory profile that is evident by the robust increase in the number and the identity of their transcripts. 

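*Cd14* (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) rose with IFN-γ and *E. coli* from 424 ± 58.1 to 1394 ± 261 CPM (SD, n = 3; log2 fold change 1.72, standard error 0.20, adjusted p = 1.36e-06). The response to IL-4 was lower than that to IFN-γ and *E. coli* for *Cd14*, *Cd80* and *Cd86*, with differences of -1.94, -1.22 and -0.89 on the log2 scale (adjusted p up to 0.0104).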

Certainly, we identified a set of transcripts that were highly increased in Type 1 eosinophils including expression of innate immune receptors such as CD14, co-stimulatory receptors such as CD80 and CD86 or immune modulating receptors such as CD274 (PD-L1). These data are consistent with previous studies showing the expression of these cell surface markers on eosinophils and especially in activated eosinophils (50). For example, eosinophils were shown to regulate Th1 responses in response to gastric infection *via* IFN-γ-dependent upregulation of CD274 (51). CD274 expression was also increased in colonic tumor-associated eosinophils and metastasis-entrained eosinophils, which were both characterized by an IFN-γ signature (13, 29). Furthermore, the ability of Type 1 eosinophils to upregulate CD80 and CD86, likely enables them to act as antigen presenting cells. In support of this, previous data have shown that eosinophils express and upregulate CD80 and CD86 in response to diverse stimuli including GM-CSF and *Toxocara canis* antigen stimulation (52). Finally, several markers that were previously shown to be expressed by activated eosinophils (53), were also identified in our analyses. These include *Icam1* as well as *Cd9* and *Il2ra.* Of note, Type 1 eosinophils increased the expression of multiple pro inflammatory cytokines including TNF-α, IL-6 and IL-1β as well as chemokines that can induce the recruitment of neutrophils (e.g. CXCL1, CXCL2. 

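With IFN-γ and *E. coli*, *Cd9* (ENSMUSG00000030342, chromosome 6, 125460266 to 125494791) rose by 1.95 (adjusted p = 2.87e-08) and *Icam1* by 1.40 (adjusted p = 2.12e-06) on the log2 scale. *Il2ra* was at 2.15 ± 0.345 CPM without stimulus and 4.71 ± 3.99 CPM with both (SD, n = 3), and its change of 1.23 (standard error 0.58, adjusted p = 0.0904) was not called. *Cd9* and *Icam1* share exon positions with genes on the opposite strand.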

CXCL3 and CXCL5). The expression of additional hallmark IFN-γ-induced chemokines such as CXCL9 and CXCL10, which have been shown to induce migration of CD8^+^ T cells (50), was induced as well. Type 1 eosinophils also upregulated various transcripts that are associated with type 2 immunity, such as IL-13, IL-33, IL-13 or IL-4 receptors. Certainly, peripheral LPS injection was shown to markedly increased the surface expression of IL-4 receptor-alpha (IL-4Rα) in microglia. It was suggested that this increase occurs to promote an “anti-inflammatory” M2 phenotype in these cells (54). In addition, LPS-stimulated mast cells were shown to secrete a variety of type 2- and anti-inflammatory-related cytokines including IL-5, IL-10 and IL-13 (55). This suggests that E.coli/IFN-γ induce the upregulation of type 2 related factors, which in turn may generate a negative feedback aiming to limit eosinophil activation by shifting it into a type 2 phenotype

Our study bears the limitation that the eosinophils, which we used were obtained from *Il5^Tg^* mice. Thus, we cannot exclude the possibility that the transcriptional changes that we described are at least partially IL-5-dependent. To partially address this caveat, we compared the transcriptional profile of Type 1 and Type 2 activated eosinophils with the transcriptional profile of eosinophil that were obtained from wild type mice undergoing experimental asthma or colitis. Nonetheless, it is still possible that IL-5 has a role in eosinophil expansion in these models. An additional limitation, which may introduce potential misinterpretation to our data is the fact that our eosinophil population was purified to 95-97% (with contaminating cells were mostly lymphocytes). While this may introduce some caveats, the fact that we were capable of validating our findings by flow cytometry and by ELISA suggests that the highlighted pathways are mostly eosinophil-derived.

Comparing the transcriptional profile of *in vitro* stimulated eosinophils also enabled us to identify potential markers that can be used to detect Type 1 (expressing CD274 and CD53) and Type 2 (expressing CD101 and CD34) eosinophils or even generally activated eosinophils. Indeed, we identified a shared set of transcripts that were commonly upregulated in eosinophils *in vitro* following IL-4 or IFN-γ+*E. coli* stimulation and in primary eosinophils that were obtained from distinct experimental disease models. These include TARM1 (T Cell-Interacting, Activating Receptor On Myeloid Cells 1) (56), which was shown to be expressed on multiple myeloid cells including neutrophils, monocytes, dendritic cells and bone marrow-derived macrophages (56). In addition, IL1R2, a decoy receptor for IL-1 was also upregulated in all the conditions we examined (57). Furthermore, our bioinformatics analyses identified that angiogenesis and endothelial remodeling, which are a feature of asthma (58), were shared biological pathways. Finally, the inflammatory cytokines IL-1β and IL-6 were upregulated by Type 1 and Type 2 eosinophils. Thus, these molecules may serve as general markers for activated eosinophils.

Eosinophils are evolutionary conserved cells, and while several differences exist between mouse and human eosinophils, there are also multiple similarities including their distribution in the body, surface markers and biological functions (59). Emerging evidence support the existence of a spectrum of activation states for human eosinophils as well. For instance, a study on eosinophils in rheumatoid arthritis (RA) suggested the existence of a regulatory eosinophils (based on the expression of CD62L) in patients with remission (8). Similar results were found in lung eosinophils from healthy and asthmatic patients suggesting that inflammatory eosinophils were negative for CD62L expression, whereas resident regulatory eosinophils expressed variable levels of CD62L (12). In our data CD62L (termed *Sell* in our datasets) was significantly down regulated by *E. co*li and IFNγ+ *E. coli* (-1.72 and-1.69 respectively). This possibly indicates that these eosinophils lose their regulatory capacity.

In conclusion, using an unbiased global profiling approach followed by bioinformatics analyses, we characterized the transcriptional plasticity of eosinophils. Our findings provide important insights into the regulation of eosinophil gene expression and provide potential biomarkers for their activation state. We provide fundamental knowledge regarding the heterogeneity of eosinophils and support the presence of transcriptional differences between Type 1 and Type 2 cells that is likely reflected by their pleotropic activities in diverse disease settings.

## Data Availability Statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE189213.

## Ethics Statement

The animal study was reviewed and approved by Animal Health Care Committee of the Tel Aviv University.

## Author Contributions

AD and AM - conception and/or design of the work. AD, SG-T, IH, SA, YG, and MI- Data Collection. AD, GS, NS, and AM- Data analysis and interpretation. AD and AM- Drafting the article. GS, SG-T, IH, SA, YG, MI, and NS - Critical revision of the article. All authors contributed to the article and approved the submitted version.

## Funding

NS is supported by the Israel Science Foundation (ISF; 1852/16); Horizon 2020 - Research and Innovation Framework Programme, PSY-PGx; Israeli Ministry of Defense, Office of Assistant Minister of Defense for Chemical, Biological, Radiological and Nuclear (CBRN) Defense; The Edmond J. Safra Center for Bioinformatics at Tel Aviv University; The Koret-UC Berkeley-Tel Aviv University Initiative in Computational Biology and Bioinformatics; The QBI/UCSF-Tel Aviv University joint Initiative in Computational Biology and Drug Discovery; Tel Aviv University Richard Eimert Research Fund on Solid Tumors; Collaborative clinical Bioinformatics research of the Edmond J. Safra Center for Bioinformatics and Faculty of Medicine at Tel Aviv University; Israeli Ministry of Science and Technology, Israeli–Russia; The Center for Combating Pandemics at Tel Aviv University; and a generous donation from the Adelis Foundation. AM is supported by the US-Israel Bi-national Science Foundation (grant no. 2015163), by the Israel Science Foundation (grants no. 886/15 and 542/20), the Israel Cancer Research Fund, the Richard Eimert Research Fund on Solid Tumors (TAU), the Israel Cancer Association Avraham Rotstein Donation, the Cancer Biology Research Center (TAU) and the Emerson Collective. GS is a PhD fellow of the Edmond J Safra Center for Bioinformatics at Tel Aviv University and is partially supported by the center.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

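RNA of eosinophils from the peritoneal cavity of mice carrying an *Il5* transgene was measured in 18 libraries, with 3 libraries each for *E. coli*, IFN-γ, IFN-γ with *E. coli*, and IL-4, and 6 libraries of unstimulated cells. The authors deposited counts for each Ensembl gene in each library, without normalization, and every value given here starts from these counts. The libraries form 2 sets by the gene list and layout of their files. The *E. coli* and IFN-γ set holds unstimulated libraries a to c, and the IL-4 set holds unstimulated libraries d to f. Whether a set holds raw counts was checked on the files, which list whole numbers only. The paper's methods describe CEL-Seq2 libraries, alignment with Tophat2 to GRCm38 and counting with HTSeq. They also name fastp and STAR without saying for which libraries, and the text does not state whether molecular identifiers were collapsed.

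Counts on genes per library were 1562034 to 2419241 (median 2211861) in unstimulated libraries a to c, 1980073 to 2734041 (median 2318235) with *E. coli*, 1654831 to 2006059 (median 1859508) with IFN-γ, 1523808 to 1970637 (median 1719468) with IFN-γ and *E. coli*, 3625036 to 6482289 (median 5294968) in unstimulated libraries d to f and 3827767 to 5909700 (median 5121421) with IL-4. In the *E. coli* and IFN-γ set the 10 highest genes held 1.50% to 2.61% of the counts, and in the IL-4 set 13.5% to 15.8%. In the former the share was 2.61% at the smallest library total and 1.50% at the largest. Across the 12 libraries of that set the share fell at every step from the smallest total to the largest. The summed count of these genes thus changed little with the total, as a ceiling on the count of a gene would give. A ceiling would make changes of the highest genes of that set too small, also where they are set beside changes with IL-4. In the IL-4 set the share was 15.6% at the smallest total and 15.8% at the largest. The counts of the sets may therefore not be in one unit, reads or molecules. A level of 3 counts was taken as the smallest that can be told from 0. Where every library of a group was at or under it, the fold is a lower bound computed against it. The floor covers counting error only, since reads amplified from 1 molecule are not independent.

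R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were kept by edgeR's filterByExpr, normalized by TMM and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and without a fold threshold. One model was fitted to the 12 libraries of the *E. coli* and IFN-γ set, with 9883 genes tested, and another to the 6 of the IL-4 set, with 10556. Each stimulus was compared with the unstimulated libraries of its own set. IFN-γ with *E. coli* was also compared with each of these stimuli alone, and the interaction of both stimuli was tested as the departure of the joint effect from the sum of the log2 effects. The response to IL-4 was compared with the response to IFN-γ and *E. coli* in a model of all 18 libraries that kept the unstimulated libraries of each set as a group of their own. Standard errors of log2 fold changes were derived from the fold change and the F statistic and are approximate.

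The stimulated libraries carry replicate numbers 1 to 3, and the unstimulated ones could not be paired with them, so pairing was read from these numbers alone. The mean correlation of same-numbered libraries was 0.166 between IFN-γ and both stimuli and 0.111 between *E. coli* and both stimuli, and the replicate number as a block was an alternative for these comparisons. Overlaps count calls made in several comparisons, with Wilson intervals for shares at a confidence level of 95%, which treat genes as independent and cover no error of the counts or the calls. Principal components were taken from centred log2 CPM, with a prior count of 2, of genes called in any comparison with unstimulated cells of a set.

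Genes named are those the paper names as changed or unchanged in these cells, and for each stimulus the 5 genes with the largest rise and the 5 with the largest fall among called genes without overlap between the groups and a mean of at least 1 CPM. Not every gene under this rule is described. *Il5* was added after its values were seen. Gene positions are from GENCODE M21, to which 98.3% of the genes in the files of the *E. coli* and IFN-γ set and 99.7% of those of the IL-4 set matched. Near-identical copies were searched among the annotated transcripts of other genes, at 95% identity over at least 200 bases. The longest coding transcript of each gene was used for this. A gene that overlaps the searched one could count as a copy, and copies without annotation were not searched. *Gm30054*, *Gm31520* and *Gm5281* were not searched. Lists of marker genes for cell types and for hypoxia and glycolysis were drawn up after the paper had been read. The figures showed some members of the hypoxia list rising, and the members seen in the paper were also left out in a separate count. Lists were compared with 10000 random lists matched on mean expression in 50 bins (random seed 20).

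The alternatives tried were DESeq2's size factors in edgeR, DESeq2 itself, no filter on low counts, at least 10 counts in every library, a change by a factor of 2 or more, leaving out each library in turn, only the 6 libraries of the compared groups, the replicate number as a block, counts thinned to 1523808 per library, all 6 unstimulated libraries as one group and a model of all 18 libraries for IL-4. For the principal components they were all tested genes and the 500 genes with the highest variance after DESeq2's variance stabilizing transformation. The procedure was tested on simulated data with the depth and spread of each set. It called 92.8% of genes changed by a factor of 2 in the *E. coli* and IFN-γ set and 76.5% in the IL-4 set. Of its calls, 5.39% and 6.84% were false. By factors of 2 and 4, 97 and 103 of 9883 genes were changed, and 98 and 102 of 10556. Changes were put only into genes above a minimum mean count, so genes with few counts were not covered. Far fewer genes were changed than called in the data, where the share of false calls may differ. The GO analyses were left out because no annotation was at hand, and the macrophage, asthma and colitis data, the ELISA and the flow cytometry were left out because their values are not in the count files.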

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

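Of the tests of explanations in this part, only those of how mast cell and neutrophil genes vary together within groups were set before their result was seen, and all others were chosen only after the result was seen. Groups hold 3 libraries each, too few to test single libraries as outliers. The lists of marker genes, and the test, threshold and alternatives used to compare the groups of libraries, were set before the data were examined, the lists after the paper had been read.

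Hypoxia and glycolysis genes, which the paper does not discuss as a group, were higher than in the unstimulated libraries. All 24 listed genes were tested in the *E. coli* and IFN-γ set. Their median log2 fold change was 1.10 with *E. coli*, 2.79 with IFN-γ and 3.10 with IFN-γ and *E. coli*, with 17, 24 and 24 genes called higher and 0 called lower. The list was drawn up because the paper's figures showed some members rising. For the 17 members not seen there the medians were 0.94, 1.64 and 1.94, and these lay at percentile 100 of the 10000 matched random lists for each stimulus, with 10, 17 and 17 of them called higher. With IL-4 the median was 0.51 over 23 genes, 7 of them called higher, and the 16 unseen members had a median of 0.43 at percentile 99.97, with 2 of them called higher. Most calls with IL-4 were thus of members seen in the paper.

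Technical explanations of the hypoxia and glycolysis pattern were tested one by one. After the trend with GC content and transcript length had been removed, the medians were 1.17, 2.88 and 3.22 with *E. coli*, IFN-γ and both, and 0.50 with IL-4. For the 14 members without a near-identical copy they were 1.54, 3.14 and 3.53, and 0.61 with IL-4. DESeq2's size factors gave 1.11, 2.81 and 3.13, and 0.50 with IL-4. With counts thinned to the smallest total they were 1.25, 2.82 and 3.14, and over all alternatives they stayed within 0.89 to 1.34, 2.10 to 2.93 and 2.70 to 3.17. The IL-4 median was not computed on thinned counts or over the other alternatives. The members without a near-identical copy were not lower, which goes against reads shared with copies. Removing the trend and changing the size factors left the medians nearly in place with every stimulus. For the listed genes this argues against GC content, transcript length and the choice of size factors as the cause. Technical causes that were not tested remain open. A candidate explanation is that the stimulated eosinophils took up a hypoxia and glycolysis program during the 18 h of culture. This remains a hypothesis, since cell density and oxygen in the cultures are not recorded and a share of other cells was not tested for these genes.

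The response to *E. coli* differed with IFN-γ. The interaction was positive for 255 genes and negative for 202, a difference between groups by the test of the interaction itself. Regrouping the 12 libraries at random gave a result as large in 2 of 50 groupings, the real one included. The others were drawn from all 4 groups without regard to the replicate numbers. A grouping drawn this way can keep part of the differences between stimuli, so this test cannot decide whether the interaction arose at random. One of the drawn groupings gave 1428 genes, more than the real one. Of the rest, 2 gave 6 genes each and 46 gave 0. Those with 0 genes had 30 to 2292 at an unadjusted p under 0.05, against 1661 in the real one. DESeq2's size factors gave 252 and 202 genes and DESeq2 223 and 209. Other technical explanations of the interaction were not tested, and no cause of it was.

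*Car4*, which the paper reports as lowered more by the combination than by either stimulus alone, had an interaction of -1.32 on the log2 scale (adjusted p = 0.00167). It was at 1150 to 1361 CPM in the 3 libraries with *E. coli*, all above the 596 to 771 CPM of unstimulated libraries a to c. With both stimuli it was at 37.6 to 52.6 CPM, overlapping the 47.0 to 63.4 CPM with IFN-γ alone. The median interaction of the hypoxia and glycolysis genes was -0.80, with 12 of 24 called negative and 0 positive at an adjusted p under 0.05, so the joint effect on these genes was smaller than the sum of the separate log2 effects. Technical causes of these interactions were not tested. A ceiling on the count of a gene, which the processing summary leaves open, would make the joint effect of the highest genes smaller. *Ero1l*, at 2362 CPM with both stimuli, had an interaction of -1.37. *Pkm*, *Pgam1* and *Aldoa*, at 2397, 2329 and 2285 CPM, were not called. They were already at 2123, 2076 and 2109 CPM with IFN-γ alone, and changed by only 0.27, 0.54 and 0.19 with *E. coli*. This leaves little room for a negative interaction, so these genes do not speak against a ceiling. *Pfkl*, *P4ha1* and *Ankrd37*, at 292, 318 and 136 CPM, were called negative (-1.40, -1.80 and -2.29). How much of the median interaction comes from a ceiling cannot be told. B cell genes had a median interaction of 2.58, with 6 of 6 called positive. They varied together within the groups of that set (percentile 99.95 of matched lists), so part of the positive interactions may come from a varying share of B cells.

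Genes of B cells were higher with IL-4. Of 5 listed genes tested, 3 were called higher, and the median log2 fold change was 1.04, at percentile 99.81 of the matched random lists. Over the alternatives it ranged from 0.16, with all 6 unstimulated libraries as one group, to 1.65, without unstimulated library f. Within groups these genes varied together, with a mean correlation of 0.68 at percentile 99.88 of matched lists. This is consistent with a share of B cells that varied between libraries, although cells binding B220 were removed in the isolation. The paper states among its limitations that the cells other than eosinophils were mostly lymphocytes. A response of the eosinophils to IL-4 cannot be told apart from such a share.

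The median of mast cell genes was 2.65 with IFN-γ and *E. coli*, with 2 of 3 tested genes called higher. One of the 3, *Cma1*, had been seen in the paper. The other 2 had a median of 1.47 at percentile 98.7, too few genes for the test to decide, and the list's median was as low as 0.23 when at least 10 counts were required in every library. Their deviations within groups had a mean correlation of 0.14 at percentile 74.3, so the pattern cannot be told apart from a varying share of mast cells.

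For neutrophil genes the medians were 1.58 with *E. coli*, 1.94 with IFN-γ and 2.71 with both, and 2 of the 3 genes tested, *Mmp8* and *S100a8*, were called higher in each comparison. *Retnlg* was called lower with *E. coli* (-1.02) and with both (-0.90), where *S100a8* changed by 3.06 and 2.71, so the list did not move as one. With IL-4 the list went the other way, with a median of -1.0 over 4 genes, 2 called lower and 0 higher. *Mmp8* had been seen in the paper, and the other 2 had medians of 1.02, 1.14 and 0.90 at percentiles 98.5, 98.2 and 92.8. Over the alternatives the medians reached down to 0.02, 0.28 and 0.85. Within groups the mean correlation was -0.03 at percentile 47.5. With so few genes neither a varying share of neutrophils nor a general change of genes at this expression could be told apart from a response of the eosinophils.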

How the results depend on the processing

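The alternatives are those listed in the summary of the processing. The number of genes called in a direction counted as kept when it stayed within a factor of 1.5. All 16 such numbers did so with DESeq2's size factors, with DESeq2 and with at least 10 counts in every library. So did the 8 run on thinned counts, the 10 run on 6 libraries and the 4 with the replicate block. For the results that changed, the cause was not tested.

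Requiring a factor of 2 left 350 higher and 673 lower with *E. coli*, 496 and 691 with IFN-γ, 915 and 1295 with both and 326 and 152 with IL-4. Relative to IFN-γ alone 218 and 186 genes were left for both stimuli and relative to *E. coli* alone 753 and 572. The interaction kept 157 and 88, and 1273 genes were left with a lower response to IL-4 than to IFN-γ and *E. coli*. Genes called higher and lower with a single stimulus then numbered 245 and 114 for IL-4, 83 and 209 for *E. coli* and 38 and 89 for IFN-γ, and 313 were higher with both stimuli only. IFN-γ and the combination shared 453 and 579 genes, or 47.3% and 41.1% of the union. IL-4 and the combination shared 67 and 19, or 5.71% and 1.33%, of which 15 and 6 were in no other list. All 4 stimuli shared 11 and 4, any stimulus raised 1296 and lowered 1745, and 75.2% of the genes higher with IL-4 were higher with IL-4 alone.

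With all 6 unstimulated libraries as one group, 633 higher and 1078 lower were left with *E. coli*, 841 and 924 with IFN-γ and 182 and 72 with IL-4. The sign of 16 log2 fold changes reversed, none of them past the threshold. With *E. coli* these were *Cd101* (0.36), *Cxcl9* (-0.22), *Grina* (-0.0493), *Rnf19b* (-0.39) and *Vegfa* (-0.0674). With IFN-γ they were *Ccl24* (-0.82), *Cd101* (0.0604), *Cd53* (-0.56), *Cxcl5* (0.72) and *Nfkbia* (-0.0860). With both stimuli they were *Ccl2* (-0.30), *Cd101* (0.24), *Cd69* (-0.12) and *Il4ra* (-0.0722), and with IL-4 *Bnip3* (-1.18) and *Cish* (-0.68).

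A model of all 18 libraries called 1016 higher and 876 lower with IL-4. Without a filter on low counts 719 genes were lower with IL-4 and 316 had a negative interaction. With DESeq2, 94 genes were lower with IFN-γ only, 76.1% of the genes lower with IL-4 were so with IL-4 alone, and IFN-γ and the combination shared 43.9% of the genes lower in either. The share of genes higher with IL-4 alone was 61.1% on thinned counts and 60.9% over genes tested in both sets. Some log2 fold changes near 0 changed sign. With *E. coli*, that of *Cd101* was 0.0257 without a filter, 0.0112 with DESeq2 and 0.0107 from 6 libraries. With IFN-γ, that of *Cxcl5* was 0.0230 without a filter, 0.0279 with DESeq2, 0.0109 with DESeq2's size factors and 0.31 on thinned counts. The response of *Ccl24* to IL-4 less that to IFN-γ and *E. coli* was 0.11 with at least 10 counts in every library.

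When each library was left out in turn, 311 to 812 genes were higher and 171 to 582 lower with IL-4. The combination relative to IFN-γ had 374 to 547 higher and 336 to 575 lower, and the interaction 138 to 355 positive and 112 to 276 negative. PC1 held 54.3 to 61.3% and PC2 19.0 to 26.0% of the variance in the *E. coli* and IFN-γ set, and 87.2 to 90.6% and 4.94 to 6.09% in the IL-4 set. All tested genes gave 48.7% for PC1 of the first set and 51.6% and 20.4% for PC1 and PC2 of the second. The 500 genes of highest variance after DESeq2's transformation gave 66.8%, 76.5% and 14.8%. Log2 fold changes that changed sign in this way ranged over -0.37 to 0.22 for *Ccl24*, -0.22 to 0.12 for *Cd101*, -0.60 to 0.0731 for *Cxcl16* and -0.43 to 0.93 for *Cxcl9* with *E. coli*. With IFN-γ they ranged over -0.26 to 0.16 for *Cd69* and -0.18 to 0.29 for *Cxcl5*, and for the difference of the *Ccl24* responses over -0.36 to 0.17. None of these values was past the threshold in any of these fits.

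Of the 313 results for named genes, 197 kept direction and call under every alternative, and 230 did so when the factor of 2 and the leaving out of single libraries were set aside. Over all alternatives 226 values lost their call and 20 gained one. The factor of 2 accounted for 54 of the losses, all 6 unstimulated libraries as one group for 59 and leaving out single libraries for 99. Of the marker list medians, 38 values moved by more than the SD of the values with single libraries left out and 88 did not. Requiring at least 10 counts gave no value for 84 of the named results, thinning for 14, the 6 libraries for 10 and the model of 18 libraries for 3.

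Not all genes could be compared between the sets. 682 genes had enough counts only in the *E. coli* and IFN-γ set and 1355 only in the IL-4 set. The IL-4 set had the larger totals, but the counts of the sets may not be in one unit. Totals thus cannot show whether depth accounts for the former. In simulated data with the spread of the IL-4 set, 76.5% of changes by a factor of 2 were called among genes above a minimum mean count. A gene not called with IL-4 was thus not shown to be unchanged.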

Differences from the paper's values

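The paper gives 3613 genes as differing between the stimuli, and the legend of Figure 1C names a threshold of 2-fold. The number here that comes nearest in meaning, that of genes changed by any stimulus, was 6036 without a fold threshold. Of the alternatives set before the data were examined, DESeq2 (5402) and a factor of 2 (2849) came within a factor of 1.5 of the paper's number. DESeq2's size factors in edgeR (6024) and thinned counts (5443) did not.

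The paper gives 103 genes lower with IFN-γ only, and 161 were found here. DESeq2 (94), a factor of 2 (89), DESeq2's size factors (149) and thinned counts (142), all set before the data were examined, came within a factor of 1.5 of it. Counting only genes tested in both sets (155) did not.

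The paper's share of variance on PC2 of the *E. coli* and IFN-γ set is 15%, against 22.6% here. Of the alternatives set before the data were examined, all tested genes (20.6%) came within a factor of 1.5 of the paper's share, as did leaving out *E. coli* library 1, 2 or 3 (19.3%, 19.0% and 19.3%) and IFN-γ library 1, 2 or 3 (21.7%, 21.9% and 22.0%). The 500 genes of highest variance (24.8%) did not, nor did leaving out unstimulated library a, b or c (24.5%, 24.8% and 24.0%) or library 1, 2 or 3 with both stimuli (25.3%, 25.3% and 26.0%). For PC1 the 500 genes gave 66.8% and 76.5% in the *E. coli* and IFN-γ set and the IL-4 set, where the paper's shares are 67% and 76% and the shares here 57.3% and 88.2%.

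No other gene number or fold change that the paper states was more than 1.5 times apart from the one found here or different in sign by the same rule. DESeq2's calls gave 45 genes higher and 18 lower with all 4 stimuli, the paper's numbers, where 43 and 26 were called here, and 536 genes lower with IL-4, the paper's number, against 459 here. Of the genes in the paper's supplementary lists, higher and then lower, 565 and 430, 1412 and 1046, 1969 and 1916 and 1176 and 1177 were called in the same direction here with IL-4, IFN-γ, both Type 1 stimuli and *E. coli*. For both Type 1 stimuli the list of higher genes is shorter than the number that the paper's text states, so the overlap covers listed genes only. The paper's lists hold 632 and 536, 1473 and 1078, 1996 and 1985 and 1214 and 1212. None was called in the opposite direction in these comparisons, and DESeq2 called 627 and 535, 1423 and 1016, 1956 and 1899 and 1178 and 1152 of them.

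Some genes that the paper states as changed were not called here. The paper names *Irak1* among the genes raised by *E. coli*, and its log2 fold change was 0.15 here. The paper's figure appears to label *Irak3* instead, so which gene was meant is uncertain, and *Irak1* was tested as written. The paper states that *Tnf* transcripts rose with IFN-γ, and the change was 0.56. *Il4ra* is given by the paper as higher in Type 1 activation, and changed by 0.15 with both Type 1 stimuli, although *E. coli* alone raised it by 1.10, which was called. No setting that was run called these 3 comparisons. *Ccl7*, which the paper lists for Type 1 activation, was called higher with *E. coli* (1.19) and lower with IFN-γ (-0.95). With both it changed by 0.59 and was called without a filter (0.60), from only 6 libraries (0.58) and without library 1 with both stimuli (0.83). *Il2ra*, which the paper counts among activation markers in its data without naming the stimulus, was called with none. With both Type 1 stimuli it changed by 1.23 and was called without library 1 (1.56) or 3 (1.54) with both stimuli. *Il12a*, listed by the paper for Type 1 activation, had too few counts to be tested.

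The paper states that the combination raised *Il12b* above IFN-γ alone and *Il27* above *E. coli* alone, and lowered *Car4* below either alone. Here the differences were 1.17 and 0.41, and for *Car4* against IFN-γ -0.35, and none was called. *E. coli* alone raised *Car4* by 0.96. *Il12b* was called with the replicate block (1.26), without a filter (1.14) and without IFN-γ library 1 (2.29), and no setting called *Il27* or *Car4*. The paper has *Cxcl16* raised more by the combination than by a single stimulus, and by a single stimulus it was not raised past the threshold, with changes of -0.23 with *E. coli* and 0.67 with IFN-γ. The latter was called without a filter (0.70), from 6 libraries (0.66), on thinned counts (0.74) and without unstimulated library a (0.97) or IFN-γ library 2 (0.82).

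Other genes were called here where the paper ties them to a single kind of activation. The paper states that *Cd69* rose only in Type 2 eosinophils, and it rose by 0.83 with *E. coli* and 0.53 with both Type 1 stimuli. *Ccl22*, which the paper sets against the Type 1 chemokines, rose by 1.34 with both Type 1 stimuli. The paper identifies *Cd34* in Type 2 eosinophils alone, and in unstimulated libraries a to c it was at 27.4 ± 10.3 CPM (SD, n = 3). The paper describes *Mrc1* as induced by IL-4 in macrophages only, and in eosinophils its change of 1.31 was not called, although it was without a filter (1.29) and without unstimulated library e (2.19).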

Other observations

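Every test in this part was chosen only after the result was seen. Real groups were compared with other groupings of the same libraries. For each stimulus against unstimulated cells, 1 of the 10 groupings of the 6 libraries into equal groups, the real one, gave as many called genes, and 3 libraries against 3 allow no smaller share, so this test alone cannot tell the results apart from a grouping at random. The other groupings gave 0 genes, with 95 to 494 at an unadjusted p under 0.05 for *E. coli*, 95 to 690 for IFN-γ, 100 to 745 for both and 159 to 507 for IL-4. The real groupings gave 4005, 4118, 5426 and 2639 at that level. The combination against IFN-γ and against *E. coli* was compared only with groupings that part every pair of the same replicate number, as the real one does. Of 4 such groupings only the real one gave as many genes in either comparison, which is the smallest share possible and leaves the same limit, and the others gave 0, with 200 to 384 and 132 to 470 genes at an unadjusted p under 0.05. Groupings that keep pairs together differ in that part of the replicate effect falls between the groups, and they were not counted. For the response to IL-4 against that to IFN-γ and *E. coli*, 1 of 50 drawn groupings within the library sets gave as many genes, the real one. The next gave 2697 genes against 4184. A grouping drawn this way can keep the real groups of 1 set and regroup only the other. It then holds the response of the set it keeps, so 2697 genes are not what a grouping at random alone gives.

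IFN-γ changed 2.87 times as many genes as IL-4. The IL-4 set had the larger totals, but its counts and those of the other set may not be in one unit. Whether depth lowered the number of its calls therefore cannot be told, on full or on thinned counts. On counts thinned to the smallest total the ratio was 3.35, and with IFN-γ fitted on 6 libraries like IL-4 it was 2.85. With IL-4 fitted in a model of all 18 libraries, which shares the estimate of the spread over both sets, it was 1.65, and without a filter on low counts 1.90. The spread between replicates was wider in the IL-4 set, with a biological coefficient of variation of 0.182 against 0.118. Without unstimulated library e, which lay apart from d and f, IL-4 changed 1394 genes and the ratio was 2.24. Without d or f it was 2.54 and 3.84, and without IL-4 library 1, 2 or 3 it was 6.46, 6.30 and 6.06. With all 6 unstimulated libraries as one group it was 6.95. In simulated data with the spread of each set, changes were put only into genes above a minimum mean count. Of changes by a factor of 2, 76.5% were called in the IL-4 set and 92.8% in the other. All changes by a factor of 4 were called in both. For such genes the wider spread lowers the number of calls with IL-4. How much of the difference comes from it cannot be told.

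A number of genes were nearly missing from the IL-4 set. Of 6465 genes at 20 CPM or more in unstimulated libraries a to c, 308 were over 16 times lower in unstimulated libraries d to f. A near-identical copy among the transcripts of other genes was found for 52.0% of these (odds ratio 9.15). For 4470 genes whose levels in the sets were within a factor of 2 it was found for 10.6%. Exon positions were shared with a gene on the opposite strand by 61.7% and 28.3% (odds ratio 4.07). One or the other held for 94.5% and 35.9%. This is consistent with reads of such genes having been counted differently in the sets, and the files hold no reads to test it on. It bears on lists of genes shared by all stimuli, because 159 of these genes could not be tested with IL-4 and 152 were called with IFN-γ and *E. coli*. Of the 78 called higher with IFN-γ and *E. coli*, 2 or 2.56% were called higher with IL-4 too, against 98 of 1327 or 7.38% among the genes of like level. No biological explanation was tested.

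B cell genes fell with *E. coli* and with IFN-γ. Their median log2 fold changes were -1.76 and -1.24, with 6 and 5 of 6 genes called lower, while with both stimuli the median was -0.38 and 0 were called. Their deviations within groups had a mean correlation of 0.52 at percentile 99.95 of matched lists, which is consistent with a share of B cells that differed between libraries.

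*Bank1*, *Siglecg* and *Cxcl13*, which the paper lists as lower in all conditions, may be expressed by B cells as well. Their median log2 fold changes were -0.82, -2.38, -3.29 and -0.63 with *E. coli*, IFN-γ, both and IL-4. Fewer B cells in the stimulated libraries would have lowered the B cell genes alike, but their median with IL-4 was 1.04 and with both stimuli -0.38. The test goes against that explanation for IL-4 and for both stimuli. With IFN-γ alone the B cell genes had a median of -1.24, a smaller fall than that of the 3 genes. With *E. coli* alone, where it was -1.76, the test cannot separate fewer B cells from other explanations.

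Hypoxia and glycolysis genes made up 6 of the 43 genes called higher with all 4 stimuli. They were *Bnip3*, *Egln1*, *Ero1l*, *Mif*, *P4ha1* and *Vegfa*, of which 1, *Egln1*, had not been seen in the paper when the list was drawn up.

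*Il5*, carried as a transgene by these mice, was at 516 ± 73.1 CPM (SD, n = 3) in unstimulated libraries a to c, 849 ± 15.6 with *E. coli*, 532 ± 25.2 with IFN-γ, 717 ± 31.3 with both, 321 ± 73.8 in unstimulated libraries d to f and 262 ± 34.3 with IL-4. It was chosen after its values were seen, and no explanation was tested. The median log2 fold changes of the listed eosinophil genes were -0.28, -0.54, -0.86 and 0.39 with *E. coli*, IFN-γ, both and IL-4. Those of the macrophage genes were -0.45, 0.29, 0.26 and -0.36. Of the latter, *C1qb*, *C1qc* and *Gata6* were at 143, 230 and 4.92 CPM in unstimulated libraries a to c and at 792, 821 and 10.8 in d to f. A share of macrophages was not tested, so whether such cells contributed to the genes named remains open. Of the listed T cell genes, 1 had enough counts to be tested.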
